# Liraglutide Inhibits Osteoclastogenesis and Improves Bone Loss by Downregulating Trem2 in Female Type 1 Diabetic Mice: Findings From Transcriptomics

**DOI:** 10.3389/fendo.2021.763646

**Published:** 2021-12-15

**Authors:** Jie Yu, Yan-Chuan Shi, Fan Ping, Wei Li, Hua-Bing Zhang, Shu-Li He, Yuan Zhao, Ling-Ling Xu, Yu-Xiu Li

**Keywords:** type 1 diabetes, bone loss, bone density, bone microarchitecture, osteoclastogenesis, Triggering receptor expressed on myeloid cells 2, liraglutide, transcriptomics

## Abstract

**Background:**

The mechanisms of bone fragility in type 1 diabetes (T1D) are not fully understood. Whether glucagon-like peptide-1 receptor (GLP-1R) agonists could improve bone quality in T1D context also remains elusive.

**Aims:**

We aimed to explore the possible mechanisms of bone loss in T1D and clarify whether liraglutide has effects on bone quality of T1D mice using transcriptomics.

**Methods:**

Female streptozotocin-induced diabetic C57BL/6J mice were randomly divided into four groups and received the following treatments daily for 8 weeks: saline as controls, insulin, liraglutide, and liraglutide combined with insulin. These groups were also compared with non-STZ-treated normal glucose tolerance (NGT) group. Trunk blood and bone tissues were collected for analysis. Three tibia from each of the NGT, saline-treated, and liraglutide-treated groups were randomly selected for transcriptomics.

**Results:**

Compared with NGT mice, saline-treated T1D mice manifested markedly hyperglycemia and weight loss, and micro-CT revealed significantly lower bone mineral density (BMD) and deficient microarchitectures in tibias. Eight weeks of treatment with liraglutide alone or combined with insulin rescued the decreased BMD and partly corrected the compromised trabecular microarchitectures. Transcriptomics analysis showed there were 789 differentially expressed genes mainly mapped to osteoclastogenesis and inflammation pathways. The RT-qPCR verified that the gene expression of *Trem2*, *Nfatc1*, *Trap*, and *Ctsk* were significantly increased in the tibia of T1D compared with those in the NGT group. Liraglutide treatment alone or combined with insulin could effectively suppress osteoclastogenesis by downregulating the gene expression of *Trem2*, *Nfatc1*, *Ctsk*, and *Trap*.

**Conclusions:**

Taken together, increased osteoclastogenesis with upregulated expression of *Trem2* played an important role in bone loss of T1D mice. Liraglutide provided protective effects on bone loss in T1D mice by suppressing osteoclastogenesis.

## Introduction

Type 1 diabetes (T1D) is characterized by autoimmune destruction of pancreatic islet β cells leading to severe hyperglycemia (1). Glucose metabolism disturbance can gradually lead to diabetes-related chronic complications. These complications include diabetic nephropathy, diabetic retinopathy, and diabetic neuropathy. In addition, skeletal fragility has also been associated with type 1 diabetes, which exhibited as deficits in bone mineral density (BMD) and bone microarchitectures compared with controls, leading to increased fracture risks (2, 3).

The increased bone fragility in type 1 diabetes has been attributed to complex and multifactorial pathophysiological mechanisms which are only partially understood. Hyperglycemia, hypoinsulinemia, accumulation of advanced glycation end products, and increased marrow adiposity lead to a decrease in bone formation, bone mineralization, and poor osteoblast activity, but the effects on osteoclasts are less studied and inconsistent (4).

Transcriptomics, one of the omics technologies, focuses on the RNA transcripts that are produced by the genome under specific circumstances or in a specific cell. Transcriptomics is a powerful tool to investigate the molecular mechanisms behind complex and multifactorial systemic diseases in an unbiased and comprehensive manner (5). Thus far, there is no study showing the transcriptomic analysis of T1D-associated osteopenia or osteoporosis.

Furthermore, certain antidiabetic medications might also affect fracture risk independent of their glucose-lowering effects. Glucagon-like peptide-1 receptor (GLP-1R) agonists as adjunctive therapies have been tested in T1D patients (6), and some individuals who are overweight or have detectable levels of C-peptide might benefit from those medications (6). GLP-1R agonists also exert protective effects on bone tissue *in vitro* and *in vivo* (7–9). Some clinical studies have found neutral effects of liragutide on bone, but there was also a few meta-analysis of 16–59 randomized controlled trials with 11,206–49,602 patients with T2DM which showed that compared with placebo and other antidiabetic drugs, liraglutide was associated with a significant reduction in the risk of bone fractures (10–13). However, clinical and experimental research data in the context of T1D are scarce. Till now, only one experimental research by Mansur et al. found that liraglutide treatment for 21 days in streptozotocin (STZ)-induced T1D mice significantly increased indicators such as bone maximum force and hardness but failed to improve trabecular and cortical microarchitectures (14). We hypothesized that GLP-1R agonists might provide beneficial effects on T1D-associated osteopenia or osteoporosis.

Thus, in this study, we intended to explore underlying molecular mechanisms of bone fragility in T1D mouse models using transcriptomics. Then, liraglutide was administrated alone or in combination with insulin to T1D mice to explore their effects on bone quality and possible mechanisms.

## Research Design and Methods

### Animals and Experimental Design

Ten- to 11-week-old female C57BL/6J mice were purchased from Beijing Huafukang Co., Ltd. (Beijing, China) and allowed to acclimate to the environment for 1 week. Then, mice were treated either with STZ to induce diabetes (150 mg/kg body weight once) or with vehicle (100 mM citrate, pH 4.2–4.5), by intraperitoneal (i.p.) injection (15).

Two weeks later, the vehicle-injected mice with normal glucose tolerance (NGT) (*n* = 8) were assigned to group 1 (referred as to NGT). At the same time, STZ-injected confirmed diabetic mice (random blood glucose ≥250 mg/dl) (16) were randomly assigned to four treatment groups for 8 weeks (*n* = 8 per group): group 2 treated with saline (referred to as T1D); group 3 (referred to as INS) treated with insulin by subcutaneous injection (insulin dose 10 units/kg body weight/day, as detemir insulin, Levemir^®^, Novo Nordisk, Denmark), which referred to the insulin dose used in the previous study (17); group 4 (referred to as Lira), treated with liraglutide by subcutaneous injection (liraglutide dose: 0.6 mg/kg/day, Novo Nordisk, Denmark); and group 5 (referred to as Lira+INS), treated with insulin (10 units/kg/day) and liraglutide (0.6 mg/kg/day). The doses of liraglutide used in previous studies ranged from 0.2 to 1 mg/kg, so we chose a relatively large dose of 0.6 mg/kg (16, 18, 19).

All mice were maintained in a 12-h light–dark cycle at 22°C and provided *ad libitum* access to water and food for 8 weeks. Body weight and pedal dorsal vein blood glucose *via* Accu-Chek compact glucometer (Roche) were measured weekly. Upon the completion of the experiments, mice were killed by isoflurane overdose followed by decapitation, and trunk blood and bone tissues were collected. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at the Institute of Laboratory Animals Science, CAMS and PUMC and conducted according to the Laboratory Animal Management Regulations in China and adhered to the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health (NIH Publication No. 85-23, revised 2011). All animal studies complied with the ARRIVE guidelines.

### Assessment of Skeletal Microarchitecture

After euthanasia, the left tibia was harvested and stored at −80°C until analysis. For bone microarchitecture analyses, the mid-shaft and proximal metaphysis regions along the axis of the bone were scanned by Inveon MM micro-CT manufactured by Siemens (Berlin, Germany) at a voltage of 70 kV and a current of 400 μA, with an entire scan length of 1 cm in a spatial resolution of 35 μm used for animal experimental studies and reconstructed using the Inveon analysis workstation. Tibia trabecular bone analyses were performed from 0.5 mm distal to the growth plate, extending 1 mm toward the diaphysis and excluding the cortical bone. Cortical measurements were performed in a 1-mm length centered midway down the length of the bone. Trabecular volumetric bone mineral density (Tb.vBMD), bone volume fraction (BV/TV), trabecular thickness (Tb.Th), trabecular separation (Tb.Sp), trabecular number (Tb.N), cortical volumetric bone mineral density (Ct.vBMD), and cortical bone thickness (Ct.Th) were computed according to the instruction of the manufacturer.

### Bone Histomorphometry

After mice were sacrificed, left femurs were harvested, cleaned, fixed in 4% paraformaldehyde solution at 4°C for 10–24 h, and decalcified in 10% ethylenediamine tetraacetic acid disodium (EDTA-2Na, pH 7.2) for 5–7 days. The decalcified femurs were dehydrated, embedded in paraffin, sectioned at 5 μm, stained with H&E, and observed for histopathological changes using standard light microscopy. The 1-mm region of trabecular bone starting from 0.5 mm below the distal femoral growth plate was selected as the region of interest. Measurements of tissue area (T.Ar, mm^2^), trabecular bone area (Tb.Ar, mm^2^), and trabecular perimeter (Tb.Pm, mm) and visible adipocytes which were greater than 30 μm were obtained directly from the software Image Pro Plus 6.0 (Media Cybernetics, Rockville, MD, USA) (20, 21). Then, bone volume fraction (BV/TV, %), trabecular thickness (Tb.Th, mm), trabecular separation (Tb.Sp, mm), trabecular number (Tb.N, 1/mm), and marrow adipose number (1/mm^2^) were obtained using standard formulas shown in **Supplementary Table 1** (22).

### Biochemical Measurements

The serum levels of procollagen type 1 N-terminal propeptide (P1NP) and C-terminal telopeptides of type 1 collagen (CTX) and C-peptide were measured using commercially available enzyme-linked immunosorbent assay (ELISA) kits (Cloud-Clone Corp., Ltd., Wuhan, China) according to the instructions of the manufacturer.

### Transcriptomics Sequencing and Bioinformatics Analysis

Immediately after euthanasia, bone samples were cleaned of all muscle and connective tissues, snap frozen in liquid nitrogen, and stored at −80°C until RNA extraction. Three tibia tissues were selected from each of the following groups: NGT, T1D, and Lira groups for high-throughput RNA sequencing. In total, nine tibia tissues were used for the analysis. In brief, total RNA was extracted using TRIzol reagent (Invitrogen Co., USA) according to the protocol of the manufacturer. The RNA was then checked for purity and stability by gel electrophoresis, and the concentration was determined using the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.). The qualified total RNA was digested with DNase I, enriched using oligo(dT) magnetic beads, and then fragmented. Fragmented mRNA was added to random primers for cDNA synthesis and PCR reaction to obtain a single-stranded DNA library. The qualified library was formed into DNA nanospheres (DNB) by rolling circle replication and finally sequenced on the computer.

Clean reads were obtained and aligned to the reference genome of mice. Based on the alignment results, the expression level of each gene was calculated, and the samples were analyzed further in terms of difference, enrichment, and cluster analysis.

Differentially expressed genes (DEGs) were defined as having a fold change >2 and *Q*-value <0.05 using one-way analysis of variance (ANOVA). DEGs had to appear in all three mice in the group to be considered. The Gene Ontology (GO) platform (http://www.geneontology.org/) was used to perform functional enrichment analysis of the DEGs (23). The Kyoto Encyclopedia of Genes and Genomes (KEGG; http://www.genome.jp/kegg/pathway.html) was used to determine significant pathways associated with the DEGs (24). Pathways with *Q*-value thresholds of <0.05 were considered potential target pathways.

### Verification of Identified Genes Using Quantitative Reverse Transcription Polymerase Chain Reaction

Total RNA was extracted using TRIzol reagent and reverse-transcribed to cDNA using oligo(dT). Quantitative reverse transcription polymerase chain reaction (RT-qPCR) for target genes was performed by using a SYBR Green kit (Biotium, USA). PCR was carried out on an ABI 7700 system (Roche LightCycler^®^ 480II, Switzerland) using the following reaction conditions: 5 min at 95°C, followed by 45 cycles of 10 s at 95°C and 30 s at 60°C. All gene expression levels were normalized to β-actin expression. The primers are listed in **Table 1**.

**Table 1:** Primers used in our experiments.

Primer name	Sequence (5′ to 3′)	Number of bases	Product length (bp)
β-Actin	F: GAGATTACTGCTCTGGCTCCTA	22	150
	R: GGACTCATCGTACTCCTGCTTG	22	
*Trem2*	F: ACTTATGACGCCTTGAAGCACTGG	24	236
	R: CCTCGGAGACTCTGACACTGGTAG	24	
*Ctsk*	F: CAGTGTTGGTGGTGGGCTATGG	22	174
	R: TGGCTGGCTGGAATCACATCTTG	23	
*c-Fos*	F: GCTGCACTACTTACACGTCTTCCT	24	169
	R: GCTGCCTTGCCTTCTCTGACTG	22	
*Trap*	F: ACGGCTACTTGCGGTTTCACTATG	24	172
	R: AAGCAGGACTCTCGTGGTGTTCA	23	
*Nfatc1*	F: GGTGAGGCTGGTCTTCCGAGTT	22	139
	R: GCTGTCTGTGCTCTGCTTCTCC	22	
*Opg*	F: CGGAGAGTGAGGCAGGCTATT	21	135
	R: GCTGTGAGGAGAGGAAGGAAGG	22	
*Rankl*	F: CATCGGGTTCCCATAAAG	18	141
	R: GAAAGCAAATGTTGGCGTA	19	
*Tnfa*	F: TAACTTAGAAAGGGGATTATGGCT	24	264
	R: TGGAAAGGTCTGAAGGTAGGAA	22	

### Statistical Analysis

Continuous variables were expressed as mean ± standard deviations (SDs); one-way ANOVA was used for comparison between groups, and the least significant difference (LSD) method was used for multiple comparisons. Two-tailed tests were used for all statistics, and *p <*0.05 was defined as statistically significant differences. Statistical analysis of all data was performed in SPSS 25.0 software (SPSS Inc., Chicago, IL, USA). All figures were performed in GraphPad Prism 8.0 software (GraphPad, La Jolla, USA).

## Results

### Effects of Liraglutide on Body Weight and Glucose Control in T1D Mice

As expected, saline-treated T1D mice manifested markedly hyperglycemia and weight loss when compared with NGT controls, confirming the successful establishment of the disease model (**Figure 1** and **Supplementary Tables 2**, **3**). However, in comparison with saline-treated T1D mice, once-daily insulin detemir treatment failed to control blood sugar well or recover weight loss but reduced deaths due to hyperglycemia (**Figure 1** and **Supplementary Tables 2**, **3**). Furthermore, liraglutide monotherapy significantly improved glucose control especially in the second half of the experiment compared with the saline-treated T1D group and insulin treatment group but did not restore weight loss, probably because liraglutide partly restored β-cell function but also had weight loss effect (**Figure 1** and **Supplementary Tables 2**, **3**). However, the combined treatment with liraglutide and insulin did not improve glycemic control and even caused further weight loss compared with saline-treated T1D mice (**Figure 1** and **Supplementary Tables 2**, **3**).

**Figure 1:**
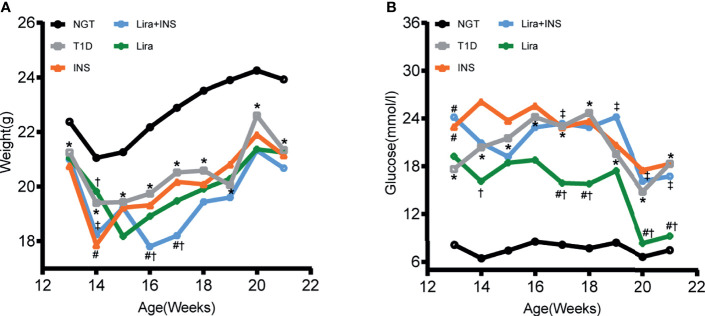
Changes of body weight and blood glucose during treatments. **(A)** Weekly body weight (g); **(B)** weekly blood glucose levels at fed states (mmol/l). NGT: normal glucose tolerance group; T1D, saline-treated type 1 diabetes group; INS, insulin treatment group; Lira, liraglutide treatment group; INS+Lira, insulin + liraglutide treatment group; ANOVA was used for comparison between groups, and *p <*0.05 was defined as statistically significant. *compared with NGT; ^#^compared with T1D; ^†^compared with INS; ^‡^compared with Lira. All data are expressed as mean ± SDs.

### Effects of Liraglutide on Bone Mineral Density and Microarchitectures

In the tibia, saline-treated T1D mice showed reduction in cortical volumetric bone mineral density (Ct.vBMD) and cortical thickness (Ct.Th) compared with NGT controls, while the difference in cortical thickness did not reach statistical significance (**Figures 2**, **3** and **Supplementary Table 4**). In addition, deficits in trabecular bone of the tibia were also apparent; especially, reductions in trabecular number (Tb.N) and trabecular volumetric bone mineral density (Tb.vBMD), along with an increase in trabecular separation, were significant in T1D mice in relation to NGT controls (**Figures 2**, **3** and **Supplementary Table 4**).

**Figure 2:**
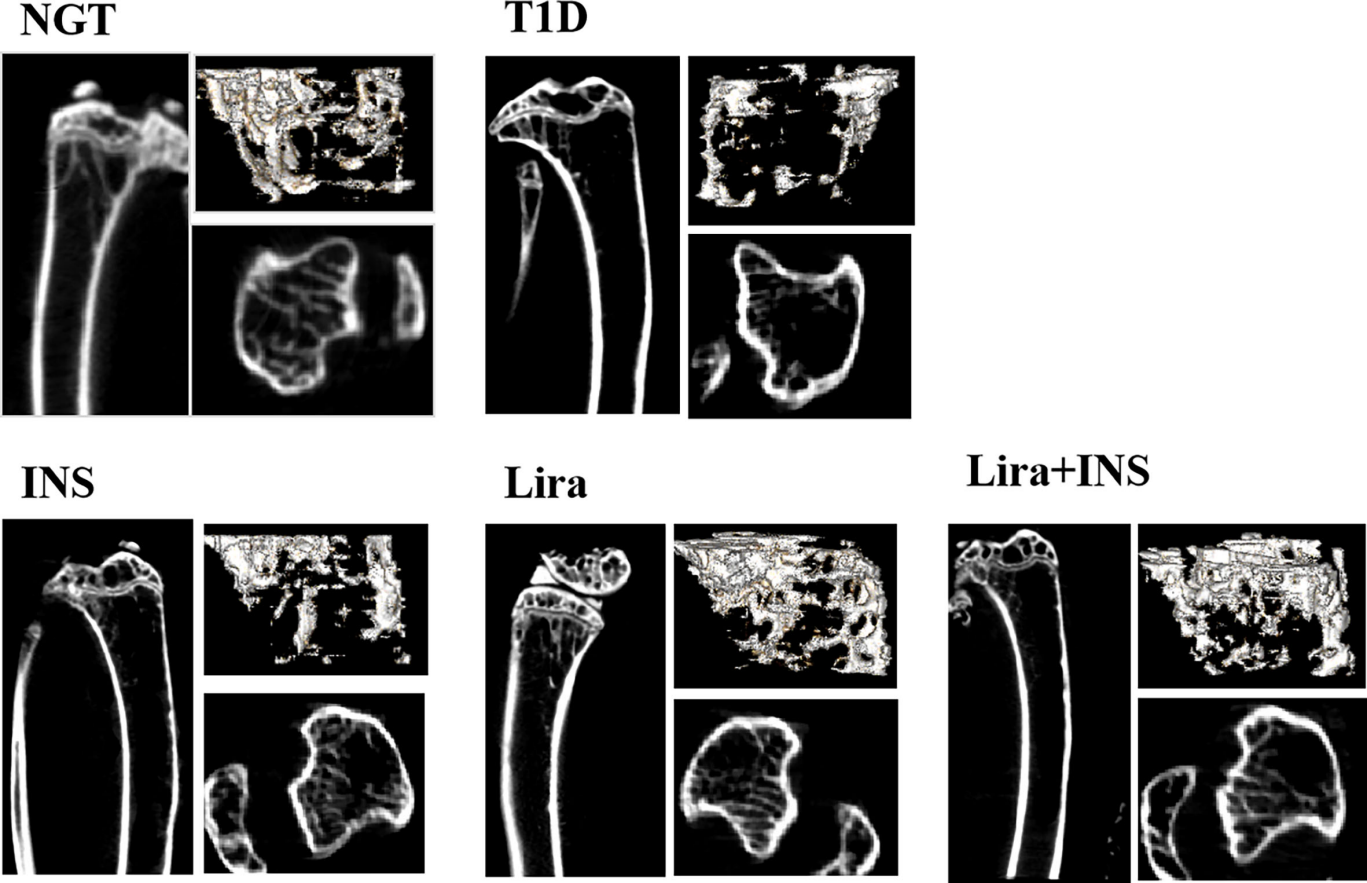
Typical 2D and 3D images of micro-CT. NGT, normal glucose tolerance group; T1D, type 1 diabetes group; INS, insulin treatment group; Lira, liraglutide treatment group; INS+Lira, insulin + liraglutide treatment group.

**Figure 3:**
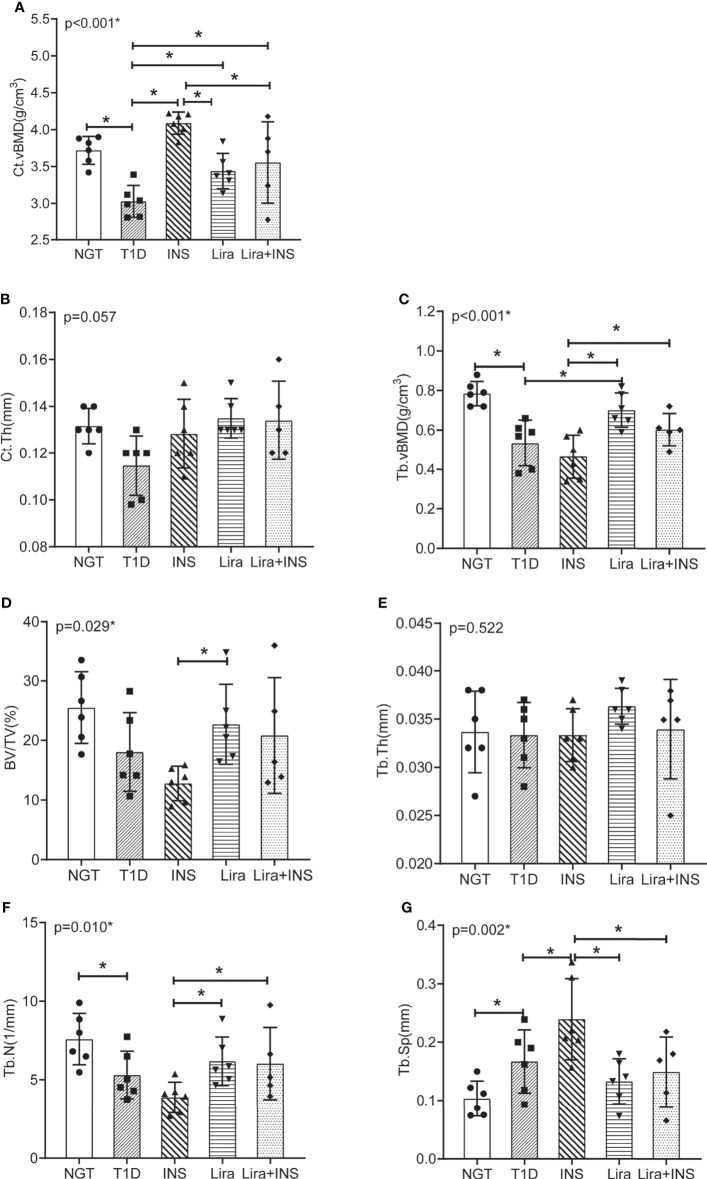
Bone mineral density and microarchitectures of tibia measured by micro-CT. **(A)** Cortical volumetric bone mineral density (Ct.vBMD); **(B)** cortical bone thickness (Ct.Th); **(C)** trabecular volumetric bone mineral density (Tb.vBMD); **(D)** bone volume fraction (BV/TV); **(E)** trabecular thickness (Tb.Th); **(F)** trabecular number (Tb.N); **(G)** trabecular separation (Tb.Sp). NGT, normal glucose tolerance group; T1D, type 1 diabetes group; INS, insulin treatment group; Lira, liraglutide treatment group; INS+Lira, insulin + liraglutide treatment group. ANOVA was used for comparison between groups, and *p <* 0.05 was defined as statistically significant. *was used to indicate statistical difference. All data are expressed as mean ± SDs.

Compared with the T1D group, treatment with insulin alone rectified the decreased Ct.vBMD, but seemed to further deteriorate the trabecular microarchitectures, especially significantly increased Tb.Sp of the tibia (**Figures 2**, **3** and **Supplementary Table 4**). However, when treated with liraglutide alone or combined with insulin, significant recovery of the tibia Tb.vBMD and Ct.vBMD, along with partially recovery of tibia trabecular microarchitectures, was evident in mice receiving monotherapy or combined therapy (**Figures 2**, **3** and **Supplementary Table 4**).

### Effects of Liraglutide on Bone Histomorphometry

As shown in typical pictures of femur histomorphometry, saline-treated T1D mice showed thinner and broken trabeculae, increased trabecular spacing, and more adipocytes in bone marrow. Liragutide treatment alone or combined with insulin partly improved those defects (**Figure 4**). However, quantitative analysis did not demonstrate significance between group differences for BV/TV, Tb.Th, Tb.N, Tb.Sp, and marrow adipose number (**Figure 5** and **Supplementary Table 5**).

**Figure 4:**
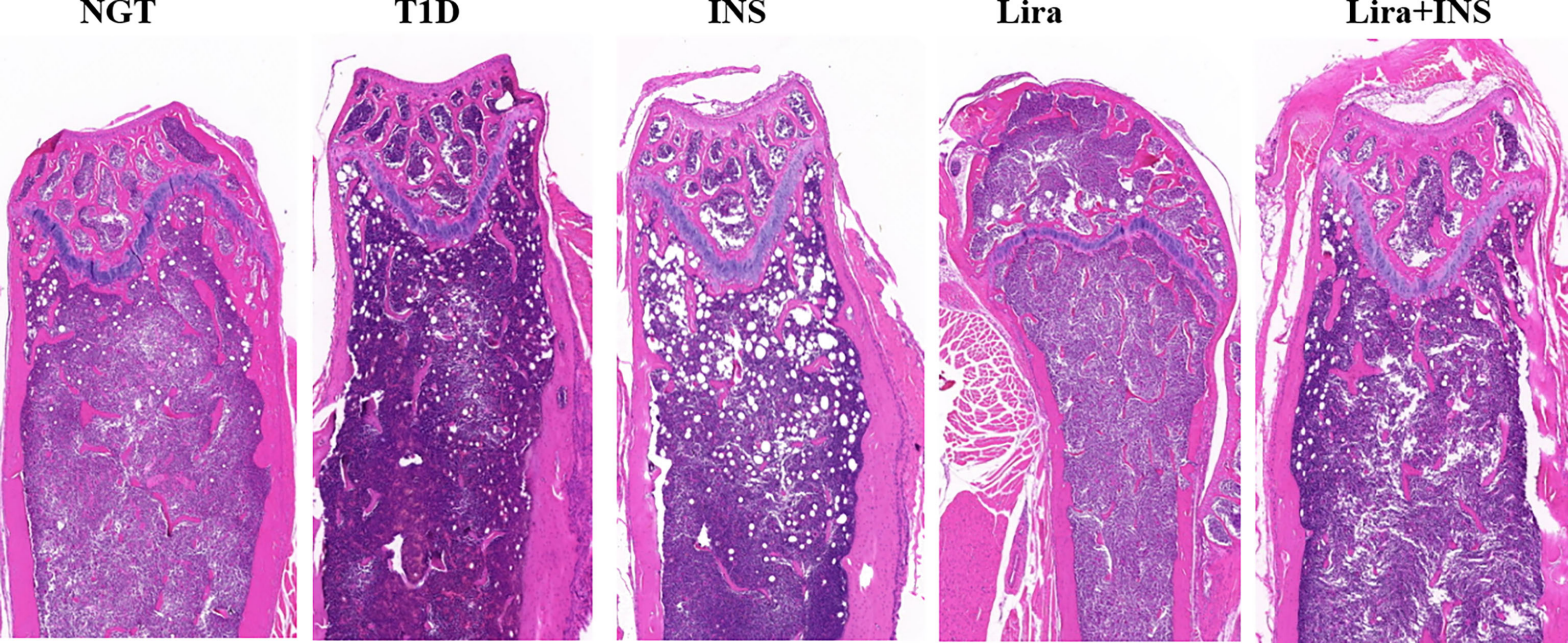
Typical H&E images of bone histomorphometry. NGT, normal glucose tolerance group; T1D, type 1 diabetes group; INS, insulin treatment group; Lira, liraglutide treatment group; INS+Lira, insulin + liraglutide treatment group.

**Figure 5:**
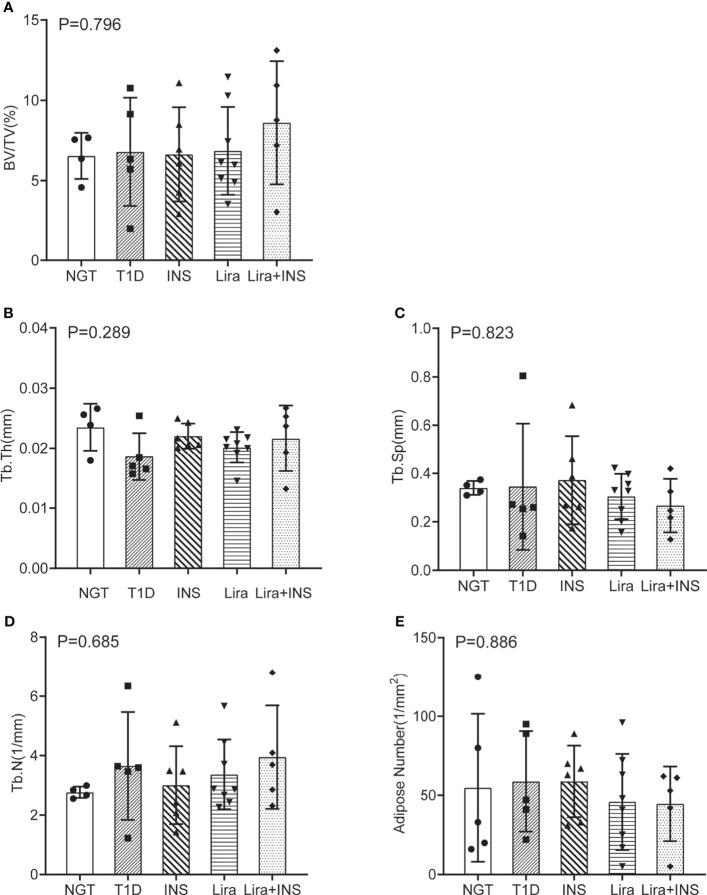
Bone histomorphometry of the femur. **(A)** Bone volume fraction (BV/TV); **(B)** trabecular thickness (Tb.Th); **(C)** trabecular separation (Tb.Sp); **(D)** trabecular number (Tb.N); **(E)** adipose number in marrow. NGT, normal glucose tolerance group; T1D, type 1 diabetes group; INS, insulin treatment group; Lira, liraglutide treatment group; INS+Lira, insulin + liraglutide treatment group. ANOVA was used for comparison between groups, and *p <* 0.05 was defined as statistically significant. All data are expressed as mean ± SDs.

### Effects of Liraglutide on Bone Turnover and C-Peptide

Bone turnover markers in serum were then detected. P1NP is a marker of bone formation, and CTX is a marker of bone resorption. P1NP and CTX both showed non-significant trends toward an increased level in T1D mice compared with NGT mice (**Figure 6**, **Supplementary Table 6**). Insulin treatment slightly increased P1NP and decreased CTX, liraglutide treatment alone decreased CTX more than PINP, while liraglutide combined with insulin treatment decreased PINP and increased CTX, but all these comparisons did not reach significance (**Figures 6B, C** and **Supplementary Table 6**). The CTX in the liraglutide +insulin treatment group seemed increased; however, the sample in this group was relatively small and might be greatly affected by extreme values.

Serum C-peptide was detected using the serum obtained at the end of the experiment. There was no significant difference among each group (**Figure 6A**). These results were inconsistent with the blood glucose, and we found that C-peptide levels in the insulin treatment groups were higher than those in the other groups. Therefore, we speculated that there might be cross-reactions with insulin during the C-peptide detection.

**Figure 6:**
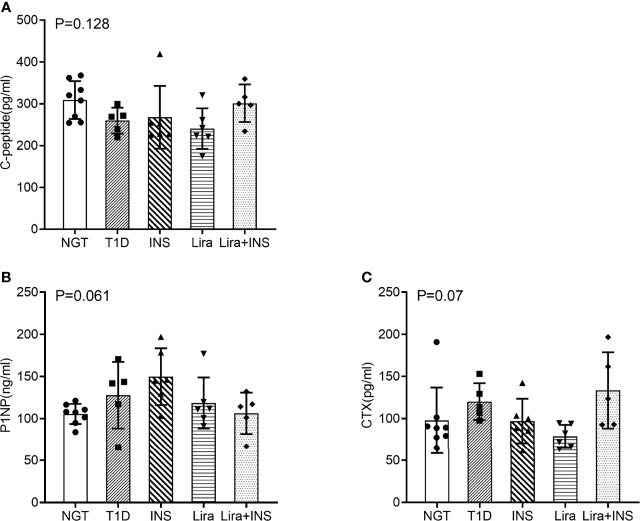
Serum bone turnover markers and C-peptide. **(A)** C-peptide; **(B)** procollagen type 1 N-terminal propeptide (P1NP); **(C)** C-terminal cross-linking telopeptide of type 1 collagen (CTX). NGT, normal glucose tolerance group; T1D, type 1 diabetes group; INS, insulin treatment group; Lira, liraglutide treatment group; INS+Lira, insulin + liraglutide treatment group; ANOVA was used for comparison between groups, and *p <* 0.05 was defined as statistically significant. All data are expressed as mean ± SDs.

### Transcriptome Analysis of DEGs Between the NGT, T1D, and Liraglutide Treatment Groups

To further explore the mechanisms of diabetic-associated bone loss, we selected three tibia specimens from each of the NGT, T1D, and liraglutide treatment groups for transcriptome sequencing and bioinformatics analysis.

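RNA-seq counts the transcripts of all genes in a tissue at once, and 1 library was made from 1 tibia of each of 3 NGT mice, 3 T1D mice and 3 Lira mice. T1D and Lira mice had received streptozotocin (STZ), a toxin of the insulin-producing beta cells. Lira mice then received liraglutide, an agonist of the glucagon-like peptide-1 receptor, at 0.6 mg/kg/day. The paper gives 8 weeks of treatment for the whole group, whereas the sample label of Lira mouse 3 gives 9 weeks. The paper's methods describe bones cleaned of muscle, oligo(dT) enrichment of mRNA, sequencing of DNA nanospheres and alignment of the clean reads to the mouse genome. They name no aligner, counting tool, genome build, annotation or strand setting.

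The authors deposited estimated (expected) read counts for 18272 genes without normalization, together with FPKM values. Of the counts, 30.2% were not whole numbers, which is how an estimate divides reads that match more than 1 gene, and they were rounded before testing. The total count per library was between 13086373 and 14486754 in NGT mice (median 14309921), between 14765784 and 16528394 in T1D mice (median 15355675) and between 14166824 and 15527097 in Lira mice (median 15278045). At this depth a count of 0 allows up to 3 counts, or 0.163 to 0.238 CPM depending on the library, and this limit covers counting error only. The 13960 genes with at least 10 counts in at least 3 of the 9 libraries were tested. All 9 libraries were normalized by edgeR's TMM method and fitted together with 1 mean per group, so that the 3 groups shared 1 estimate of the spread. DEGs were genes with a fold change over 2 in either direction and an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CPM values are counts divided by the TMM-scaled total of the tested genes, times 1e6, and the tests are two-sided unless stated otherwise. The test, the filter, the thresholds and the alternatives were chosen before the data were examined, except those said to be chosen afterwards. Genes are given with the NCBI gene number under which the authors list them.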

Transcripts of DEGs were characterized using RNA-sequencing (RNA-seq) analyses of tibia tissues from the NGT, T1D, and liraglutide treatment groups. A fold change >2 and *Q*-value <0.05 were used to screen the DEGs. 

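The spread between mice of the same group was large in these libraries. The biological coefficient of variation, the typical SD between mice as a fraction of a gene's mean count, was 0.433 over the tested genes in edgeR's estimate. The Spearman correlation of CPM across genes had a median of 0.937 between mice of the same group (9 pairs, from 0.893 to 0.972) and 0.960 between mice of different groups (27 pairs, from 0.874 to 0.986). These are correlations across genes, and genes are not independent replicates. A list of 19 skeletal muscle genes written before the data were examined took between 13.9% (T1D mouse 1) and 26.1% (NGT mouse 3) of the counts of a library. In 8 of the 9 libraries, *Myh4* or *Atp2a1* was the most counted gene, and in T1D mouse 1 it was *Acta1*. In T1D mouse 1, 476 genes exceeded 2 times their level in every other library, and in Lira mouse 3, 440 genes did. In the other 7 libraries between 2 and 83 genes did. The largest principal component held 53.4% of the variance and the next 19.0%. Along the largest component the mice of the 3 groups were mixed, with NGT mice from -59.9 to 35.9, T1D mice from -31.7 to 53.9 and Lira mice from -44.2 to 65.6.

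**Figure D1:**
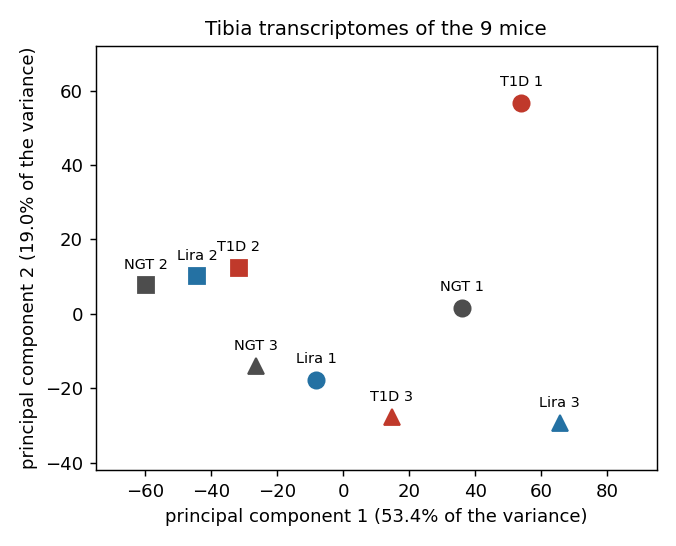
Position of each mouse on principal component 1 (x axis, 53.4% of the variance) and 2 (y axis, 19.0%), in the arbitrary units of the components, from log2(CPM + 1) of the tested genes. Each point is 1 tibia, coloured by group. T1D mouse 1 lies at 56.8 on component 2 and Lira mouse 3 at 65.6 on component 1.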

The results revealed obvious differences between the NGT group and the T1D group and between the T1D group and the liraglutide treatment group, which are presented in histogram and volcano map (**Figures 7A, C, D**). Compared with the NGT group, 1,464 genes were significantly changed in the tibia tissues in T1D mice consisting of 1,262 upregulated and 202 downregulated genes. On the other hand, compared with the untreated T1D group, 1,692 genes were significantly changed in the tibia tissues in liraglutide treatment mice consisting of 593 upregulated and 1,099 downregulated genes. 

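In the fit over all 9 libraries, 0 of the 13960 genes passed the DEG thresholds between T1D and NGT mice. An unadjusted p-value under 0.05 was reached by 552 genes (3.95%), and the lowest adjusted p-value was 0.977 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse of the 2 groups left out in turn, 0 genes passed in every fit, while the genes with an unadjusted p-value under 0.05 numbered 1007 without NGT mouse 1, 224 without NGT mouse 2, 252 without NGT mouse 3 and between 413 and 720 without a T1D mouse. The alternative that moved the count of DEGs most was a binomial test on counts pooled within each group, which takes no account of the spread between mice. It called 977 genes, 881 higher and 96 lower in T1D mice. Without the filter on low counts, a setting chosen after seeing the data, the pooled test called 1322 genes, and 816 when T1D mouse 1 was also left out, 419 of them higher and 397 lower. The same pooled test without the filter, applied to pairs of mice of the same group, called between 1218 and 4229 genes in the 9 pairs.

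DESeq2 called 0 DEGs in this comparison, with 697 genes at an unadjusted p-value under 0.05. *Vps13a* (271564), singled out after its values were seen, had an adjusted p-value of 0.00593 in DESeq2's Wald test, with a log2 fold change of -0.68 that is below the fold threshold. Its level was 41.3 ± 2.99 CPM (SD, n = 3) in NGT mice and 25.8 ± 1.77 CPM (SD, n = 3) in T1D mice. With the replicate number as a block in the edgeR model, 0 genes passed, 752 had an unadjusted p-value under 0.05, and the lowest adjusted p-value was 0.865. Restricting this blocked model to the 6 libraries compared, a setting chosen after seeing the data, gave 0 DEGs and 1931 genes with an unadjusted p-value under 0.05, and the lowest adjusted p-value was 0.23. Over the replicated tests tried, the lowest adjusted p-value ranged from 0.00593 to 1.00.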

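Between Lira and T1D mice, 0 genes passed the thresholds in the same fit, and 465 genes (3.33%) had an unadjusted p-value under 0.05. The lowest adjusted p-value was 0.978 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out 1 mouse at a time left the number of DEGs at 0, and the genes with an unadjusted p-value under 0.05 numbered 707 without T1D mouse 3, 254 without Lira mouse 1 and 737 without Lira mouse 3. The lowest adjusted p-value of these fits was 0.168, without T1D mouse 3. The binomial test on pooled counts called 1189 genes, 427 higher and 762 lower in Lira mice. Without the low-count filter, chosen after seeing the data, it called 1580 genes, 551 higher and 1029 lower. Leaving out T1D mouse 1 as well gave 1330 genes with most of them in the other direction, 1017 higher and 313 lower.

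DESeq2 called 1 DEG, *Gpm6b* (14758), which was named after its values were seen. Its adjusted p-value was 0.0367 in DESeq2's Wald test, and its log2 fold change in the edgeR fit was -1.76 (standard error 0.33). *Gpm6b* stood at 20.1 ± 8.77 CPM (SD, n = 3) in T1D mice, 5.90 ± 0.450 CPM (SD, n = 3) in Lira mice and 6.59 ± 0.540 CPM (SD, n = 3) in NGT mice. Every T1D mouse had a higher level of it than every Lira mouse (exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). A gene without any difference parts the groups in this way in 10% of cases.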

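No gene passed the thresholds in both comparisons, and 165 genes had an unadjusted p-value under 0.05 in both (edgeR's quasi-likelihood test), with opposite directions in 165 of 165. Both comparisons use the same 3 T1D mice, so a gene that lies high or low in these mice for any reason, chance included, moves in opposite directions in the 2 comparisons. The pooled binomial test called 548 genes in both comparisons. Of these, 539 (98.4%) changed in opposite directions, 493 being higher in T1D than in NGT mice and then lower in Lira mice, and 46 the reverse. For comparison, 100 data sets were simulated with the fitted spread between mice and no difference between the groups, each gene drawn on its own. The pooled test called a median of 1037 genes (976 to 1105) in simulated T1D against NGT mice and 1029 (954 to 1093) in simulated Lira against T1D mice. It called a median of 412 genes (370 to 453) in both, 92.1% (89.1% to 96.6%) of them in opposite directions. Without the low-count filter 733 genes were called in both comparisons, and 403 when T1D mouse 1 was left out too, with opposite directions in 721 and 390 (both settings chosen after seeing the data).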

A total of 789 DEGs were shared by these two comparisons (**Figure 7B**).

**Figure 7:**
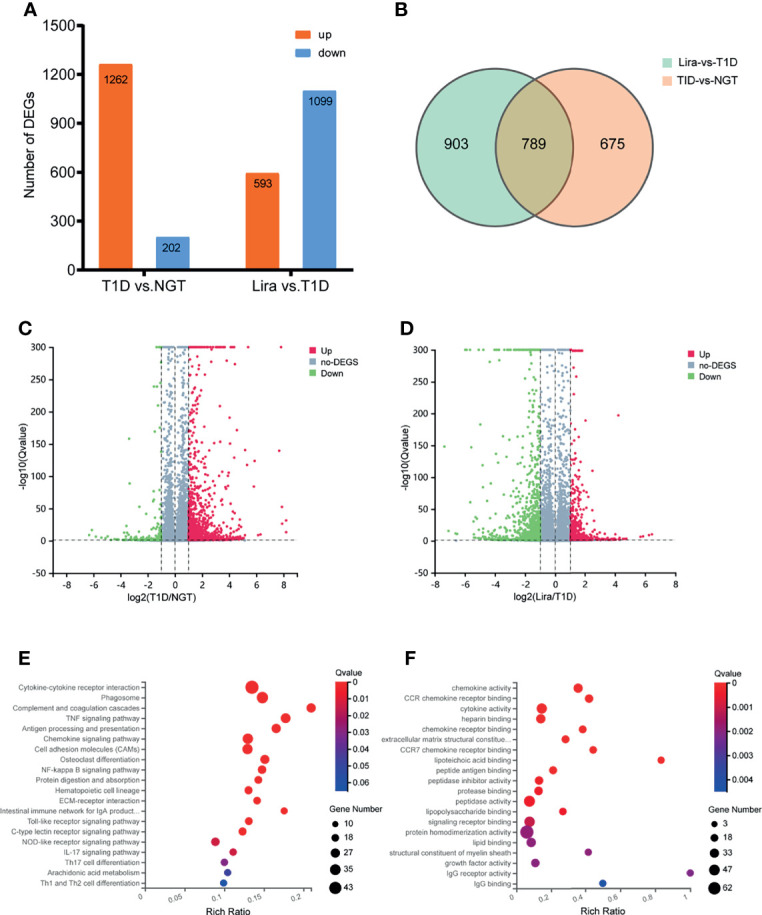
Transcriptomic analysis of DEGs between NGT, T1D, and liraglutide treatment groups. **(A)** Number of DEGs in histogram; **(B)** Venn diagram of pairwise comparison; **(C)** volcano map of DEGs between the NGT and T1D groups; **(D)** volcano map of DEGs between the T1D and liraglutide groups. **(E)** Bubble plots using the KEGG database; **(F)** bubble plots using the GO-MF database. NGT, normal glucose tolerance group; T1D, type 1 diabetes group; Lira, liraglutide treatment group.

Then, GO and KEGG databases were used to annotate and classify those 789 shared DEGs. 

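Pathway databases were not used here, and gene lists written before the data were examined stand in for the pathways and functions. They hold genes of osteoclast differentiation (123 genes, 110 of them tested), of TNF and NF-κB signaling (109 genes, 89 tested) and of cytokines (80 genes, 40 tested). A chemokine list was taken from gene symbols (36 genes, 17 tested). As no gene was called in both comparisons by the replicated test, 0 members of each list were among the shared DEGs. Among the 548 shared calls of the pooled test were 15 of the osteoclast differentiation list where 4.32 would be drawn by chance (odds ratio 3.95, one-sided Fisher's exact test, p = 2.51e-05). The TNF and NF-κB list had 12 members among them against 3.49 by chance (one-sided Fisher's exact test, p = 0.000179). The chemokine list had 8 against 0.667 (p = 9.53e-08) and the cytokine list 4 against 1.57 (p = 0.0706) in the same exact test. All of these members were higher in T1D mice and lower in Lira mice. The 15 genes of the osteoclast differentiation list are all among the 21 genes the paper lists for the osteoclastogenesis pathway, and of the 95 other tested genes 0 were shared calls against 3.73 by chance. The list written here holds 20 of those 21 genes. The paper picked them as DEGs from these same libraries, so setting them aside removes called genes, and the 0 is no evidence of depletion. Without the low-count filter and without T1D mouse 1, chosen after seeing the data, the shared calls held 3 osteoclast differentiation genes (p = 0.497), 1 TNF and NF-κB gene (p = 0.909), 4 chemokines (p = 0.00793) and 3 cytokines (p = 0.202) in the one-sided Fisher's exact test, and 0 of these 3 osteoclast differentiation genes were higher in T1D and lower in Lira mice. With the filter dropped and T1D mouse 1 kept, the numbers were 20, 20, 17 and 12, against 4.83, 4.30, 1.45 and 2.81 by chance. Their p-values were 6.32e-08, 8.38e-09, 6.58e-15 and 2.04e-05 (one-sided Fisher's exact test).

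Between T1D and NGT mice, an unadjusted p-value under 0.05 was reached by 10 genes of the osteoclast differentiation list, 9 of the TNF and NF-κB list, 4 chemokines and 3 cytokines, and adjusted over the list alone by 0 genes of each list (edgeR's quasi-likelihood test). In DESeq2, adjusted over the list alone, 1 gene of the osteoclast differentiation list (*Map2k6*) and 1 chemokine (*Cxcl13*) had an adjusted p-value under 0.05, both named after their values were seen. With the replicate block these counts were 0 for the 4 lists, with 16, 11, 3 and 4 genes in the same order at an unadjusted p-value under 0.05. The block restricted to the NGT and T1D libraries, chosen after seeing the data, gave 25 of 108 osteoclast differentiation genes, 9 of 87 TNF and NF-κB genes, 7 of 17 chemokines and 0 of 39 cytokines adjusted over the list alone, with 10 cytokines at an unadjusted p-value under 0.05. Between T1D and Lira mice, 0 genes of each list passed in edgeR, in DESeq2 and with the block, and in edgeR 3, 4, 3 and 3 genes had an unadjusted p-value under 0.05.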

The enrichment analysis indicated that those DEGs were mainly distributed in the signals such as osteoclast differentiation (osteoclastogenesis) signaling pathway, tumor necrosis factor (TNFa) signaling pathway, and nuclear factor-κB (NF-κB) signaling pathway (according to the KEGG database), and the functional enrichment was mainly concentrated in processes, such as chemokine activity and cytokine activity (according to the GO-MF database) (**Figures 7E, F** and **Tables 2**, **3**). Thus, the increased osteoclastogenesis and enhanced inflammation were the characteristic biological changes in tibia bone remodeling in diabetic bone, and liraglutide treatment might inhibit osteoclastogenesis and inflammation. 

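The level of each list in a mouse was taken as the mean log2(CPM + 1) of all its genes in the deposited data. This includes genes with too few counts for the test, whose values near 0 lower the levels and can shrink the differences. It covered 120 genes of osteoclast differentiation, 107 of TNF and NF-κB, 70 cytokines and 36 chemokines. The osteoclast differentiation list had a level of 3.73 ± 0.40 (SD, n = 3) in NGT mice, 4.12 ± 0.46 (SD, n = 3) in T1D mice and 3.95 ± 0.44 (SD, n = 3) in Lira mice. Its difference was 0.39 between T1D and NGT mice (exact permutation test, p = 0.4) and -0.17 between Lira and T1D mice (exact permutation test, p = 0.6), less than the SD of the groups in both cases. The TNF and NF-κB list differed by 0.42 (exact permutation test, p = 0.3) and -0.22 (p = 0.6), and the cytokine list by 0.21 (p = 0.3) and -0.16 (p = 0.5). The chemokine list differed by 0.70 (exact permutation test, p = 0.2) and -0.63 (p = 0.1, the smallest p that 3 mice against 3 allow). Its level was 2.80 in T1D mouse 1 against 1.55 and 1.43 in the other T1D mice.

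NGT and T1D mice of the same number deviated together from their group means, so the lists were also compared within numbers, a comparison added after seeing the data. The paper describes no pairing, so that these numbers mark pairs is an assumption drawn from the same libraries. For mice 1, 2 and 3, the T1D mouse exceeded the NGT mouse by 0.46, 0.35 and 0.37 for the osteoclast differentiation list (mean 0.39, SD 0.06), by 0.58, 0.30 and 0.38 for the TNF and NF-κB list (SD 0.15), by 0.23, 0.21 and 0.21 for the cytokines (SD 0.01) and by 1.34, 0.56 and 0.21 for the chemokines (SD 0.57). Without the 21 genes listed by the paper, the osteoclast differentiation list still differed by 0.20, 0.25 and 0.29. In each case 3 of 3 pairs rose, with a mean above the SD between pairs, though for the chemokines the pairs 2 and 3 rose by less than that SD (two-sided exact sign-flip permutation test, p = 0.25, the smallest p that 3 pairs allow).

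Camera in limma tests whether the genes of a list shift together relative to all other genes, here with a preset correlation of 0.01 between genes. Because its p-values lean on that preset, each is given with an exact permutation p, the share of the 10 ways of dividing the compared mice that gave as low a value. In T1D against NGT mice camera gave p = 6.30e-05 for the osteoclast differentiation list (75 of 110 genes higher, exact p = 0.3), 2.74e-07 for the TNF and NF-κB list (70 of 89 higher, exact p = 0.2), 4.24e-06 for the chemokines (14 of 17 higher, exact p = 0.1) and 0.0468 for the cytokines (26 of 40 higher, exact p = 0.5). Of the 4 ways that keep same-numbered mice apart, the real one had the lowest camera p for each of the 4 lists. The median log2 fold changes were 0.35, 0.39, 1.24 and 0.38, against 0.02 for all tested genes. All 4 lists shifted down in Lira mice relative to T1D mice, with camera p = 0.0427, 0.00515, 3.28e-07 and 0.00668 and exact p = 0.6, 0.6, 0.1 and 0.1 in the same order. Their median log2 fold changes were -0.04, -0.05, -0.57 and -0.07, against 0.04 for all tested genes. With the correlation between genes estimated from the data, only the chemokine list kept p-values under 0.05 (0.0421 and 0.0308), and limma's fry test gave p-values from 0.0841 to 0.692 for the 4 lists in the 2 comparisons.

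Without T1D mouse 1, camera gave p = 0.0925, 0.0512, 0.000762 and 0.429 for T1D against NGT mice, with exact p = 0.7, 0.7, 0.2 and 0.8 in the order of the lists above. For Lira against T1D mice without this mouse, the osteoclast differentiation list (p = 0.362, exact p = 0.9) and the TNF and NF-κB list (p = 0.359, exact p = 0.9) shifted up, while the chemokines (p = 0.000997, exact p = 0.2) and the cytokines (p = 0.468, exact p = 0.7) shifted down. Without Lira mouse 2, the osteoclast differentiation and TNF and NF-κB lists had p-values of 0.690 and 0.613 in that comparison. Without the 21 genes listed by the paper, which were chosen on these libraries, the osteoclast differentiation list had p = 0.0223 (60 of 95 higher, exact p = 0.5) in T1D against NGT mice and 0.454 (exact p = 0.6) in Lira against T1D mice.

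A shorter list of 14 osteoclast marker genes, 13 of them tested, had a level of 2.79 ± 0.73 (SD, n = 3) in NGT mice, 3.70 ± 0.56 (SD, n = 3) in T1D mice and 3.18 ± 0.78 (SD, n = 3) in Lira mice (exact permutation test, p = 0.2 and p = 0.5). Within same-numbered mice 1, 2 and 3 it was higher in the T1D mouse by 0.70, 1.06 and 0.97 (SD 0.19, exact sign-flip permutation test, p = 0.25). Its camera p was 0.000235 (9 of 13 higher, exact p = 0.2) and 0.0116 (exact p = 0.3) in the 2 comparisons, and without T1D mouse 1 it was 0.0141 (exact p = 0.5) and 0.329 (exact p = 0.9). With the replicate block the p-values were 6.37e-10 and 3.40e-06, for which no exact permutation was made. The second blocks T1D and Lira mice by number, although mice 1 of these groups deviated in opposite ways (r = -0.244). These groups were not taken as paired, so that value carries little weight. Adjusted over the list alone, 0 of the 13 genes passed in edgeR (3 at an unadjusted p-value under 0.05), 3 in DESeq2 (*Ctsk*, *Ostm1* and *Tnfrsf11a*) and 6 with the replicate block (these 3 with *Acp5*, *Atp6v0d2* and *Oscar*) for T1D against NGT mice. The block restricted to NGT and T1D libraries, chosen after seeing the data, gave 7 of 11 genes. *Ostm1* and *Atp6v0d2* are named after their values were seen. From the pathways of its shared DEGs, the paper concludes that increased osteoclastogenesis and inflammation characterize the diabetic tibia, and it proposes that liraglutide inhibits both.

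**Figure D2:**
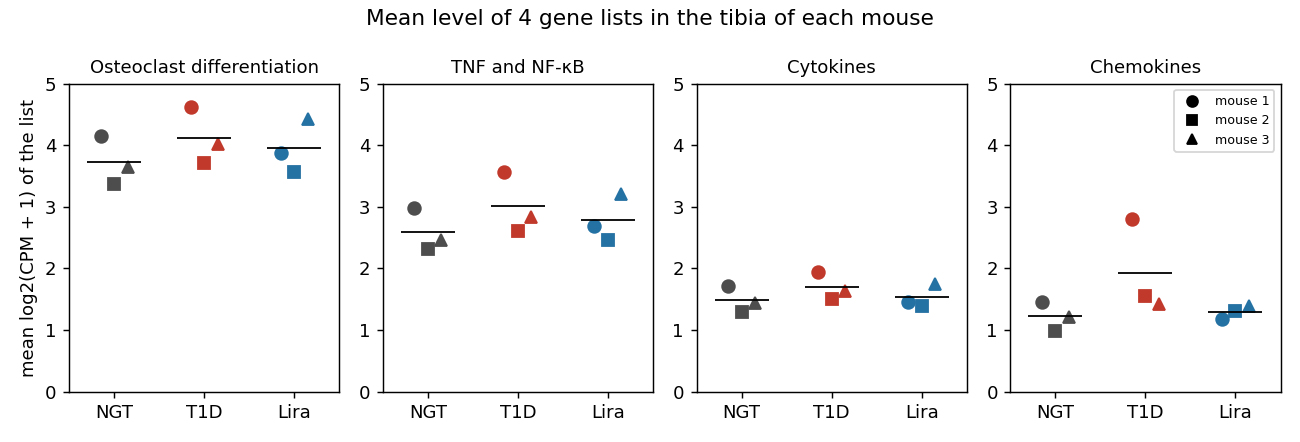
Mean log2(CPM + 1) of all deposited genes of 4 lists, tested or not (y axis), in NGT, T1D and Lira mice (x axis). Each point is 1 mouse (circle mouse 1, square mouse 2, triangle mouse 3) and each line a group mean. The osteoclast differentiation means are 3.73, 4.12 and 3.95, and T1D mouse 1 has the highest chemokine level at 2.80.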

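*Trem2* (83433) encodes a receptor of myeloid cells, from which osteoclasts arise. It had 22, 2 and 6 counts in the 3 NGT mice, 408, 20 and 13 in the T1D mice and 15, 5 and 35 in the Lira mice. Its level was 0.675 ± 0.644 CPM (SD, n = 3) in NGT mice and 8.12 ± 12.2 CPM (SD, n = 3) in T1D mice, with 22.2 CPM in T1D mouse 1 and 1.31 and 0.867 CPM in the other T1D mice. The log2 fold change was 3.55 (standard error 1.36, unadjusted p = 0.0293, adjusted p = 0.977 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped (exact permutation test, p = 0.3). Without T1D mouse 1 the log2 fold change was 0.66 (edgeR, unadjusted p = 0.497), and leaving out each of the other mice gave values up to 4.67. DESeq2 gave a log2 fold change of 3.58 and no p-value, which it withholds when a single count lies far from the rest. With the replicate block it was 3.08 (standard error 1.01, adjusted p = 0.865 in edgeR).

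*Ctsk* (13038), the bone-degrading protease cathepsin K of osteoclasts, rose from 15.0 ± 14.1 CPM (SD, n = 3) in NGT mice to 74.2 ± 42.1 CPM (SD, n = 3) in T1D mice. The log2 fold change was 2.30 (standard error 0.96, unadjusted p = 0.0419, adjusted p = 0.977 in edgeR), 1.80 without T1D mouse 1, and 2.67 (standard error 0.46, adjusted p = 0.865) with the replicate block. Every T1D mouse had a higher level than every NGT mouse (exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). *Acp5* (11433), which encodes TRAP, had a log2 fold change of 2.14 (standard error 1.06, adjusted p = 0.977 in edgeR), from 17.0 ± 16.6 CPM (SD, n = 3) to 75.3 ± 43.1 CPM (SD, n = 3), and 3.27 without NGT mouse 1. The groups overlapped for *Acp5* (exact permutation test, p = 0.2).

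Of the 21 genes the paper lists for the pathway, 16 were tested. *Ifng*, *Fcrlb*, *Sirpb1a*, *Pira6* and *Tnfsf11* had too few counts, and *Ifng* was counted 0 times in the 3 NGT mice and 11, 1 and 1 times in the T1D mice. The 16 genes had log2 fold changes between 1.28 and 3.75 with a median of 2.00, and *Trem2* had the next largest after *Fcgr4* (246256). Of the 16, 4 had an unadjusted p-value under 0.05 and, adjusted over the list alone, 0 had an adjusted p-value under 0.05 (edgeR). DESeq2 gave 6 and the replicate block 7, including *Ctsk* and *Acp5* in both and *Trem2* with the block. The block restricted to the NGT and T1D libraries, chosen after seeing the data, gave 12 of 15 genes. The list was chosen on these libraries, so these counts are not independent evidence. Against the NGT mean, the median of the 16 genes was 2.91 higher on the log2 scale in T1D mouse 1, 0.25 in T1D mouse 2 and 0.79 in T1D mouse 3. Without T1D mouse 1 the median log2 fold change was 0.48. In 21 of the 21 genes T1D mouse 1 had the highest CPM of all 9 mice, and it gave between 53.4% and 95.5% of the T1D counts of each gene. Part of the counts of *Fcgr2b*, *Fcgr3*, *Tnfrsf11a*, *Sirpb1a*, *LOC100038947* and the *Pira* genes are not whole numbers, so they include reads shared with other genes.

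**Figure D3:**
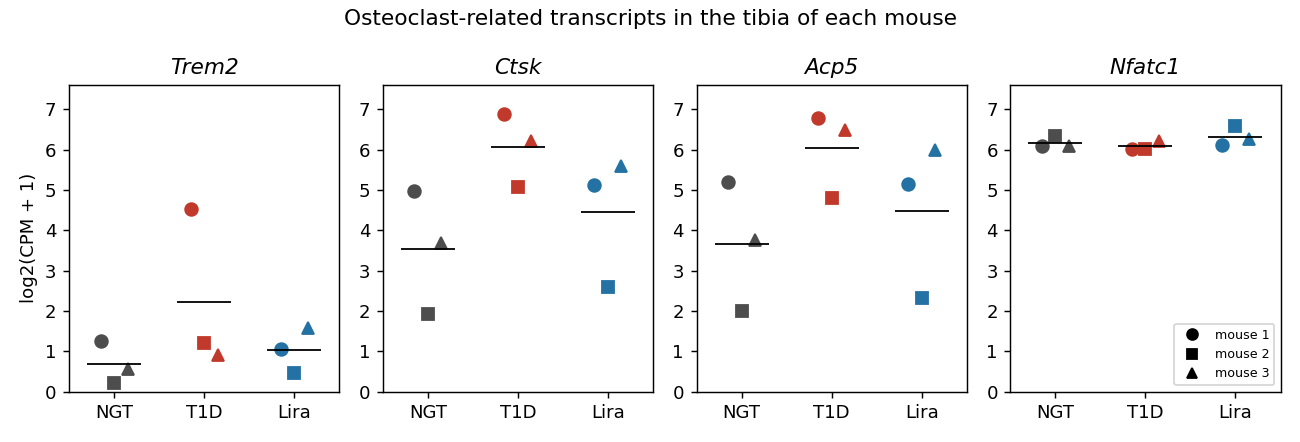
Level of *Trem2*, *Ctsk*, *Acp5* and *Nfatc1* as log2(CPM + 1) (y axis) in NGT, T1D and Lira mice (x axis). Each point is 1 mouse (circle mouse 1, square mouse 2, triangle mouse 3) and each line a group mean. *Trem2* is at 22.2 CPM in T1D mouse 1, and *Ctsk* averages 15.0 CPM in NGT and 74.2 CPM in T1D mice.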

Significantly enriched DEGs in the osteoclastogenesis pathway are manifested in **Table 4**, and the fold change of Triggering receptor expressed on myeloid cells 2 (*Trem2*) gene expression ranked among the top (**Table 4**).

**Table 2:** Significantly enriched pathways of DEGs using the KEGG database.

ID	Description	Gene number	Rich ratio	*Q*-value
4060	Cytokine–cytokine receptor interaction	43	0.135	<0.001
4145	Phagosome	33	0.148	<0.001
4610	Complement and coagulation cascades	22	0.210	<0.001
4668	TNF signaling pathway	25	0.177	<0.001
4612	Antigen processing and presentation	22	0.165	<0.001
4062	Chemokine signaling pathway	28	0.130	<0.001
4514	Cell adhesion molecules (CAMs)	27	0.129	<0.001
4380	Osteoclast differentiation	21	0.151	<0.001
4064	NF-kappa B signaling pathway	18	0.148	<0.001
4974	Protein digestion and absorption	14	0.143	0.001
4640	Hematopoietic cell lineage	15	0.130	0.001
4512	ECM–receptor interaction	13	0.141	0.001
4672	Intestinal immune network for IgA production	10	0.175	0.001
4620	Toll-like receptor signaling pathway	14	0.131	0.001
4625	C-type lectin receptor signaling pathway	15	0.123	0.001
4621	NOD-like receptor signaling pathway	18	0.089	0.013
4657	IL-17 signaling pathway	12	0.111	0.013
4659	Th17 cell differentiation	12	0.100	0.031
590	Arachidonic acid metabolism	10	0.104	0.048
4658	Th1 and Th2 cell differentiation	10	0.099	0.065

**Table 3:** Significantly enriched processes of DEGs using the GO-MF database.

GO_F term ID	Description	Gene number	Rich ratio	*Q*-value
GO:0008009	Chemokine activity	24	0.358	<0.001
GO:0048020	CCR chemokine receptor binding	16	0.421	<0.001
GO:0005125	Cytokine activity	34	0.145	<0.001
GO:0008201	Heparin binding	25	0.140	<0.001
GO:0042379	Chemokine receptor binding	10	0.385	<0.001
GO:0030020	Extracellular matrix structural constituent conferring tensile strength	11	0.282	<0.001
GO:0031732	CCR7 chemokine receptor binding	8	0.444	<0.001
GO:0070891	Lipoteichoic acid binding	5	0.833	<0.001
GO:0042605	Peptide antigen binding	12	0.211	<0.001
GO:0030414	Peptidase inhibitor activity	17	0.130	<0.001
GO:0002020	Protease binding	17	0.127	<0.001
GO:0008233	Peptidase activity	41	0.074	<0.001
GO:0001530	Lipopolysaccharide binding	8	0.267	<0.001
GO:0005102	Signaling receptor binding	36	0.075	0.001
GO:0042803	Protein homodimerization activity	62	0.060	0.002
GO:0008289	Lipid binding	26	0.084	0.002
GO:0019911	Structural constituent of myelin sheath	5	0.417	0.002
GO:0008083	Growth factor activity	17	0.108	0.002
GO:0019770	IgG receptor activity	3	1.000	0.002
GO:0019864	IgG binding	4	0.500	0.004

**Table 4:** Significantly enriched DEGs in the osteoclastogenesis pathway.

Gene ID	Gene symbol	log2 (T1D/NGT)	*Q*-value (T1D/NGT)
15978	“Ifng”	4.545	0.00
246256	“Fcgr4”	3.904	<0.001
83433	“Trem2”	3.722	<0.001
14129	“Fcgr1”	3.397	<0.001
435653	“Fcrlb”	2.932	0.001
320832	“Sirpb1a”	2.906	<0.001
100038947	“LOC100038947”	2.714	<0.001
18729	“Pira6”	2.336	<0.001
13038	“Ctsk”	2.335	<0.001
14130	“Fcgr2b”	2.176	<0.001
11433	“Acp5”	2.163	<0.001
14131	“Fcgr3”	2.160	<0.001
21934	“Tnfrsf11a”	2.059	<0.001
12703	“Socs1”	2.001	<0.001
232790	“Oscar”	1.947	<0.001
18722	“Pira1”	1.825	<0.001
12978	“Csf1r”	1.825	<0.001
20846	“Stat1”	1.820	<0.001
12702	“Socs3”	1.705	<0.001
14200	“Fhl2”	1.419	<0.001
21943	“Tnfsf11”	1.281	0.002

### RT-qPCR Verification of Differentially Expressed Genes Identified by RNA-Seq

To validate transcriptomics analysis results, we analyzed the mRNA expression levels of representative genes using RT-qPCR. The selected genes were mainly in the signaling pathways of osteoclastogenesis and TNFa inflammation, including osteoprotegerin (*Opg*), nuclear factor receptor activator κB ligand (*Rankl*), *Tnfa*, *Trem2*, *c-Fos*, tartrate-resistant acid phosphatase (*Trap*), cathepsin K (*Ctsk*), and nuclear factor-activated T cell 1 (*Nfatc1*) (**Table 4**).

The mRNA expression of genes expressed in the late phase of osteoclastogenesis including *Nfatc1*, *Trap*, and *Ctsk* were significantly increased in T1D mice compared with NGT except c-Fos, indicating enhanced osteoclast activity in diabetic bone (**Figures 8D**–**G**). The ratio of Rankl/Opg mRNA, a key regulator of osteoclastogenesis, only showed non-significant trends toward an increased level in T1D mice compared with NGT mice. However, the mRNA level of *Trem2*, a key co-stimulatory molecular of osteoclastogenesis, was significantly increased in T1D mice compared with that in NGT mice (**Figures 8A, C**). Tnfa mRNA, an inflammation marker, also increased in T1D mice compared with that in NGT mice, but did not reach significance (**Figure 8B**).

**Figure 8:**
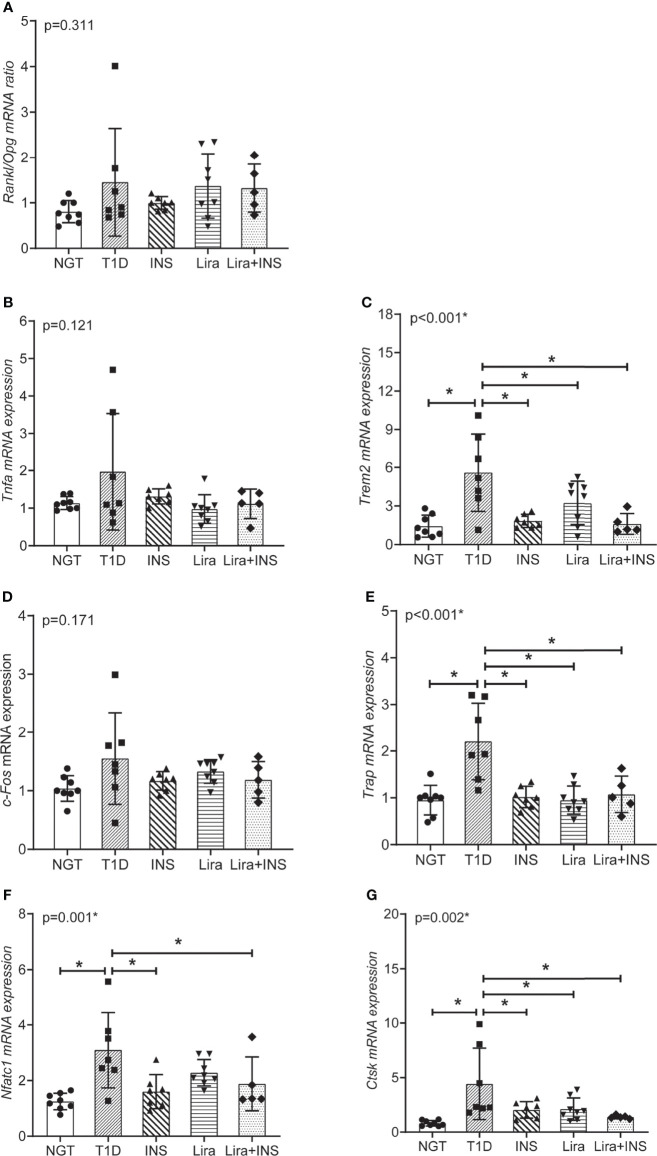
Relative mRNA expression in the signaling pathways of osteoclastogenesis and TNFa inflammation in tibia tissues. **(A)** The ratio of *Rankl*/*Opg* mRNA expression; **(B)** *Tnfa* mRNA expression; **(C)** *Trem2* mRNA expression; **(D)** *c-Fos* mRNA expression; **(E)** *Trap* mRNA expression; **(F)** *Nfatc1* mRNA expression; **(G)** *Ctsk* mRNA expression. NGT, normal glucose tolerance group; T1D, type 1 diabetes group; Lira, liraglutide treatment group; INS+Lira, insulin + liraglutide treatment group. ANOVA was used for comparison between groups, and *p <* 0.05 was defined as statistically significant. * was used to indicate statistical difference. All data are expressed as mean ± SDs.

Compared with untreated T1D mice, treatment with insulin alone, liraglutide alone, or liraglutide combined with insulin all significantly decreased *Trem2*, *Nfatc1*, *Trap*, and *Ctsk* expression, indicating their role in inhibiting osteoclastogenesis (**Figure 8**).

## Discussion

In this study, our main findings were as follows: 1) compared with the NGT group, T1D mice showed decreased BMD and compromised microarchitectures. Insulin treatment alone only rectified the decreased Ct.vBMD but seemed to further deteriorate the trabecular microarchitectures. However, liraglutide treatment alone or combined with insulin significantly recovered the tibia Tb.vBMD and Ct.vBMD and partially recovered the tibia trabecular microarchitectures. 2) Transcriptome analysis showed enhanced osteoclastogenesis and increased inflammation in tibia bone remodeling in diabetic bone. Further RT-qPCR verified that osteoclastogenesis was prominently increased in T1D mice, including upregulated expression of *Trem2, Nfatc1, Trap* and *Ctsk*, which could be inhibited by liraglutide treatment alone or combined with insulin.

In terms of bone turnover markers, we found no significant intergroup differences overall. Compared with bone histomorphology or local gene expression, serum turnover markers may be less sensitive. In our study and other studies, serum CTX or P1NP in T1D patients was within the normal range or similar to the control groups, while micro-CT found significant compromised microarchitectures (3, 25). Previous studies have found low bone turnover especially reduced bone formation in the T1D context (26); however, the bone resorption can be enhanced, inhibited, or unaltered, which might be attributed to the timing of onset of T1D, the duration of diabetes, and the disease-associated inflammatory environment (27). In our study, STZ-induced T1D mice showed significantly elevated blood glucose for an enough duration (at least 8 weeks), resulting in decreased BMD and compromised microarchitectures, which was consistent with previous clinical and animal studies (3, 14, 25, 28), indicating our successful establishment of the disease model. Thus, the STZ-induced T1D model could be a convenient and reliable model for studying T1D-related bone loss.

Furthermore, bone fragility of T1D is attributed to complex and multifactorial pathophysiological mechanisms, but much remained unknown. In order to have a more comprehensive and unbiased understanding of pathophysiologic mechanisms behind the bone fragility in T1D, we conducted transcriptomics and bioinformatics analyses, which have not been carried out in this setting till now. The transcriptomics in our study showed that there were a total of 789 DEGs including upregulated or downregulated genes, which were mainly mapped to osteoclastogenesis and inflammation pathways. A previous study using microarray analysis in a fracture healing mouse model revealed an upregulation of gene sets related to inflammation and elevated osteoclast numbers in the type 1 diabetic group (29), which was consistent with our results. On the other hand, in the distraction osteogenesis model, microarray analysis also found that T1D negatively affected the expression of transcription factors regulating osteoblast differentiation (30). Transcriptomic findings were only reported in a guided bone regeneration model under T1D circumstance and a differential expression of genes associated with the ossification process was evident at 15 days of healing between the healthy controls and diabetic animals (31). Different animal models and experimental conditions might lead to those inconsistent results.

RT-qPCR verified some key findings obtained from the transcriptome analysis. Previously, studies about T1D effects on osteoclasts most focused on gene expression of *Rankl/Opg* ratio, *Trap*, or *Cstk*. TRAP and CSTK, which are both important enzymes expressing in the late phase of osteoclastogenesis, have been found to increase in T1D, supporting our results (32). However, studies about RANKL/OPG ratio in T1D, the key regulator of osteoclastogenesis, have not been consistent, suggesting that RANKL/RANK-induced osteoclast activation might not be the primary mechanism that drives bone resorption throughout the course of T1D (27). In our study, RANKL/OPG ratio was not different between the T1D group and NGT mice, indicating that there might be alternative mechanisms in regulating osteoclastogenesis. Indeed, we have identified two significant DEGs in osteoclastogenesis pathways which have not been reported previously: *Nfatc1* and *Trem2*. 

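*Nfatc1* (18018) had a level of 70.9 ± 7.82 CPM (SD, n = 3) in NGT mice, 66.7 ± 5.88 CPM (SD, n = 3) in T1D mice and 79.6 ± 14.0 CPM (SD, n = 3) in Lira mice. Its log2 fold change was -0.09 in T1D against NGT mice (standard error 0.17, adjusted p = 0.986 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from -0.16 to 0.01 with 1 mouse left out and above 0 without NGT mouse 2. The 3 groups overlapped, and the difference between T1D and NGT mice was within the spread between mice (exact permutation test, p = 0.5). In Lira against T1D mice it was 0.25 (standard error 0.17, adjusted p = 0.978 in edgeR). *Trem2* had a log2 fold change of -2.79 in Lira against T1D mice (standard error 1.30, unadjusted p = 0.0619, adjusted p = 0.978 in edgeR), and its level in Lira mice was 1.16 ± 0.813 CPM (SD, n = 3). The groups overlapped (exact permutation test, p = 0.5), and without T1D mouse 1 the log2 fold change was 0.10.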

*NFATc1* is the important transcription factor of osteoclastogenesis, while *Trem2* is upstream of *NFATc1* and is the key co-stimulatory molecule of osteoclastogenesis. *In vivo* studies have shown that mutations in *Trem2* have been associated with Nasu–Hakola disease that is characterized by cystic bone lesions, osteoporotic features, and loss of white matter in the brain (33). *In vitro* evidence suggests that the dysfunction of *Trem2* leads to significantly impaired osteoclastogenesis (34). In the present study, the *Trem2* gene ranked among the top of DEGs in the osteoclastogenesis pathway, suggesting its important role in regulating osteoclastogenesis in bone in the T1D context.

In this study, we also explored whether hypoglycemic therapy improved bone loss in T1D mice. Insulin is the primary therapy for T1D and two previous studies found that systemic insulin therapy could rescue inhibited osteogenesis and correct distorted bone microstructures (30, 35). In our study, insulin treatment alone was found to inhibit the gene expression of osteoclastogenesis and rectified the decreased Ct.vBMD, but paradoxically seemed to further deteriorate trabecular microarchitectures. The exact mechanisms that cause the discrepancy are not clear. In the two previous studies, insulin implants were used to achieve optimal glucose control, but in our study, once-daily insulin detemir treatment failed to control glucose well and caused large glucose fluctuations. Irwin et al. found that bone loss in T1D was caused by hyperglycemia more than the lack of insulin signaling in bone (36), which might explain our negative results of insulin treatment.

GLP-1R agonists have demonstrated some benefits as adjunct therapies in T1D patients (6). The only experimental research by Mansur et al. found that liraglutide treatment for 21 days in STZ-induced T1D mice significantly increased bone maximum force and hardness but failed to improve trabecular and cortical microarchitectures (14). In our study, we found that liraglutide treatment alone or in combination with insulin for 8 weeks not only rectified the decreased trabecular and cortical BMD, but also partly rectified the trabecular microarchitectures, which might be due to the longer treatment duration than the study of Mansur and colleagues. Moreover, mechanical forces are associated with proper skeletal homeostasis (37). Bone loss occurs in humans after immobilization and in animals subjected to tail suspension, in which case sclerostin is increased to mainly inhibit bone formation (37). Studies also found that weight loss is generally associated with decreased bone mass in humans and rodents accompanied by increased bone resorption and decreased bone formation (38, 39). In our study, the mice in the liraglutide treatment groups suffered greater weight loss than the T1D mice which might cause negative effect on bone, which might partly explain the only partial improvement of bone microarchitectures. Metformin was also found to have an effect on bone metabolism, which was also mainly associated with neutral outcomes or decreased fracture risk in comparison to treatment with other glucose-lowering drugs (10). Metformin was found to decrease ALP, CTX-1, TRACP 5b, PINP, and RANKL, but increase OPG, RUNX2, and OPG/RANKL ratio in diabetic rat, indicating a bone protection role (40), but it was not exactly the same as liraglutide.

As for the mechanisms, previous studies found that Glp1-r KO mouse manifested an increased number of osteoclasts and eroded surfaces (7) and GLP-1RAs could decrease osteoclastic surfaces (41, 42), indicating a control of bone resorption. However, the downstream molecular mechanisms underlying this effect have not ever been identified. Yamada et al. once proposed an indirect effect through a reduction in calcitonin gene expression in GLP-1r-deficient animals. In our study, liraglutide treatment alone or in combination with insulin could not only effectively suppress osteoclastogenesis by downregulating the expression of Trem2 and NFATc1, but also downregulated the expression of CTSK and TRAP to inhibit the resorptive activity, confirming its effect on bone resorption. Liraglutide was also found to inhibit osteoclastogenesis *in vitro*, which supported our results (43). However, due to the scarcity of research in this area, more evidence may be required to further clarify its role in osteoclastogenesis.

Our research has some limitations: although dynamic bone formation rate and bone resorption surface were not calculated, detailed micro-CT analysis and serum bone turnover indicators could also reflect the bone turnover process well; in addition, due to the small amount of serum in mice, serum TREM2 protein was not measured.

## Conclusion

In our study, T1D mice were confirmed to show decreased BMD and compromised microarchitectures. Transcriptomics was innovatively used to clarify pathophysiologic mechanisms, and we found that strengthened osteoclastogenesis regulated by increased expression of *Trem2* and downstream genes played an important role in type 1 diabetic bone phenotype. Moreover, liraglutide generated a bone-protective effect in T1D mice by suppressing osteoclastogenesis to inhibit bone resorption.

## Data Availability Statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE189112.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) at the Institute of Laboratory Animal Sciences, CAMS and PUMC.

## Author Contributions

JY: animal experiment, data acquisition, and drafting of the manuscript; FP, HZ, WL, SH, and YZ: data acquisition and analysis and interpretation of the data. YS, LX, and YL: study concept and design, critical revision of the manuscript for important intellectual content, and study supervision. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by grants from the National Key Research and Development Program of China (Grant No.2016YFC1305000), China Diabetes Young Scientific Research Project (Grant No.2018-N-01), Non-profit Central Research Institute Fund of Chinese Academy of Medical Sciences (Grant No.2019XK320031), National Natural Science Foundation of China (Grant No.82100947), and the Science and Technology Base and Talent Project of the Guangxi Zhuang Autonomous Region, China (AD19259001).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Liraglutide Inhibits Osteoclastogenesis and Improves Bone Loss by Downregulating Trem2 in Female Type 1 Diabetic Mice: Findings From Transcriptomics
**Source:** Front Endocrinol (Lausanne). 2021 Dec 15;12:763646. doi: 10.3389/fendo.2021.763646
**Supplement:** Supplementary file 1

**Supplementary table 1** Indirect parameters of trabecular bone calculated by formulas

| Parameters | Formulas | Units |
| --- | --- | --- |
| BV/TV | (Tb.Ar/T.Ar)×100 | % |
| Tb.Th | (2/1.199)*(Tb.Ar/Tb.Pm) | mm |
| Tb.Sp | (2/1.199)*(T.Ar-Tb.Ar)/Tb.Pm | mm |
| Tb.N | (1.199/2)*(Tb.Pm/T.Ar) | 1/mm |
| Marrow Adipose | adipose number/T.Ar | 1/mm^2^ |

Tissue area(T.Ar),Trabecular bone area(Tb.Ar),Trabecular perimeter(Tb.Pm).

Bone volume fraction (BV/TV),Trabecular thickness (Tb.Th), Trabecular separation (Tb.Sp), Trabecular number (Tb.N).

# Supplementary material for: Liraglutide Inhibits Osteoclastogenesis and Improves Bone Loss by Downregulating Trem2 in Female Type 1 Diabetic Mice: Findings From Transcriptomics
**Source:** Front Endocrinol (Lausanne). 2021 Dec 15;12:763646. doi: 10.3389/fendo.2021.763646
**Supplement:** Supplementary file 2

**Supplementary table 2** Changes of body weight during treatments

|  | NGT  (n=8) | T1D  (n=7) | INS  (n=7) | Lira  (n=8) | INS+Lira  (n=5) | p value |
| --- | --- | --- | --- | --- | --- | --- |
| 13W | 22.4±0.9 | 21.2±0.6* | 20.8±1.2 | 21.1±0.8 | 21.0±0.9 | 0.015 |
| 14W | 21.1±1.0 | 19.4±0.9* | 17.9±1.2# | 19.8±1.8† | 18.2±0.6‡ | <0.001 |
| 15W | 21.3±1.5 | 19.4±0.8* | 19.2±1.3 | 18.2±1.1 | 19.2±0.9 | <0.001 |
| 16W | 22.2±1.3 | 19.7±1.2* | 19.3±1.1 | 18.9±1.2 | 17.8±0.7#† | <0.001 |
| 17W | 22.9±1.1 | 20.5±1.3* | 20.2±1.6 | 19.5±1.6 | 18.2±1.1#† | <0.001 |
| 18W | 23.5±1.2 | 20.6±1.9* | 20.8±1.6 | 20.3±2.0 | 19.6±1.1 | <0.001 |
| 19W | 23.9±1.2 | 20.1±2.1* | 20.8±1.3 | 20.3±2.5 | 19.6±1.8 | 0.001 |
| 20W | 24.3±1.3 | 22.6±1.4* | 21.9±0.5 | 21.4±0.8 | 21.3±0.4 | <0.001 |
| 21W | 23.9±1.3 | 21.3±1.3* | 21.2±0.6 | 21.3±0.5 | 20.7±0.7 | <0.001 |

NGT: normal glucose tolerance group; T1D: type 1 diabetes group; INS: insulin treatment group; Lira: liraglutide treatment group; INS+Lira: insulin + liraglutide treatment group.

All data are expressed as mean ± SD;ANOVA was used for comparison between groups, and LSD method was used for multiple comparisons. p<0.05 was defined as statistically significant.

*:Compared to NGT

#:Compared to T1D

†:Compared to INS

‡:Compared to Lira

# Supplementary material for: Liraglutide Inhibits Osteoclastogenesis and Improves Bone Loss by Downregulating Trem2 in Female Type 1 Diabetic Mice: Findings From Transcriptomics
**Source:** Front Endocrinol (Lausanne). 2021 Dec 15;12:763646. doi: 10.3389/fendo.2021.763646
**Supplement:** Supplementary file 3

**Supplementary table 3** Changes of blood glucose during treatments

|  | NGT  (n=8) | T1D  (n=7) | INS  (n=7) | Lira  (n=8) | INS+Lira  (n=5) | p value |
| --- | --- | --- | --- | --- | --- | --- |
| 13W | 8.1±1.4 | 17.6±3.6* | 22.9±6.4# | 19.3±3.8 | 24.2±7.8# | <0.001 |
| 14W | 6.4±0.8 | 20.4±6.7* | 26.1±3.6 | 16.1±6.9† | 20.9±9.6 | <0.001 |
| 15W | 7.4±1.3 | 21.5±7.0* | 26.1±5.0 | 18.4±8.1 | 19.2±10.6 | 0.001 |
| 16W | 8.5±0.7 | 24.2±7.5* | 25.6±3.2 | 18.8±8.4 | 22.9±9.5 | <0.001 |
| 17W | 8.1±0.9 | 23.0±6.9* | 22.9±4.9 | 15.9±8.1#† | 23.4±6.5‡ | <0.001 |
| 18W | 7.7±1.5 | 24.7±8.3* | 23.6±4.1 | 15.8±7.3#† | 22.9±9.8 | <0.001 |
| 19W | 8.4±0.9 | 19.5±5.8* | 20.6±6.6 | 17.4±5.5 | 24.2±6.5‡ | <0.001 |
| 20W | 6.7±0.6 | 14.8±5.5* | 17.5±3.2 | 8.4±2.3#† | 16.2±5.5‡ | <0.001 |
| 21W | 7.5±0.6 | 18.3±7.5* | 18.3±3.0 | 9.3±1.3#† | 16.8±5.5‡ | <0.001 |

NGT: normal glucose tolerance group; T1D: type 1 diabetes group; INS: insulin treatment group; Lira: liraglutide treatment group; INS+Lira: insulin + liraglutide treatment group.

All data are expressed as mean ± SD;ANOVA was used for comparison between groups, and LSD method was used for multiple comparisons. p<0.05 was defined as statistically significant.

*:Compared to NGT

#:Compared to T1D

†:Compared to INS

‡:Compared to Lira

# Supplementary material for: Liraglutide Inhibits Osteoclastogenesis and Improves Bone Loss by Downregulating Trem2 in Female Type 1 Diabetic Mice: Findings From Transcriptomics
**Source:** Front Endocrinol (Lausanne). 2021 Dec 15;12:763646. doi: 10.3389/fendo.2021.763646
**Supplement:** Supplementary file 4

**Supplementary Table 4** Bone mineral density and microarchitectures of tibia measured by micro-CT

|  | NGT  (n=6) | T1D  (n=6) | INS  (n=6) | Lira  (n=6) | INS+Lira  (n=5) | p value |
| --- | --- | --- | --- | --- | --- | --- |
| Tb.vBMD(g/cm^3^) | 0.78±0.08 | 0.55±0.11* | 0.46±0.11 | 0.70±0.09#† | 0.60±0.09† | <0.001 |
| Ct.vBMD(g/cm^3^) | 3.72±0.18 | 3.03±0.22 ***** | 4.09±0.15# | 3.44±0.24#† | 3.56±0.55#† | <0.001 |
| BV/TV(%) | 25.0±6.0 | 18.0±6.6 | 13.0±2.9 | 23.0±6.7† | 21.0±9.7 | 0.029 |
| Tb.Th(mm) | 0.03±0.04 | 0.03±0.03 | 0.03±0.03 | 0.04±0.02 | 0.03±0.05 | 0.522 |
| Tb.N(1/mm) | 7.59±1.63 | 5.30±1.52* | 3.87±0.98 | 6.18±1.55† | 6.03±2.30† | 0.010 |
| Tb.Sp(mm) | 0.10±0.03 | 0.17±0.05* | 0.24±0.07# | 0.13±0.04† | 0.15±0.06† | 0.002 |
| Ct.Th(mm) | 0.13±0.01 | 0.12±0.01 | 0.13±0.01 | 0.14±0.01 | 0.13±0.02 | 0.057 |

NGT: normal glucose tolerance group; T1D: type 1 diabetes group; INS: insulin treatment group; Lira: liraglutide treatment group; INS+Lira: insulin + liraglutide treatment group.

Cortical volumetric bone mineral density (Ct.vBMD); Cortical bone thickness(Ct.Th); Trabecular volumetric bone mineral density (Tb.vBMD); Bone volume fraction (BV/TV); Trabecular thickness(Tb.Th); Trabecular number (Tb.N); Trabecular separation(Tb.Sp).

All data are expressed as mean ± SD;ANOVA was used for comparison between groups, and LSD method was used for multiple comparisons. p<0.05 was defined as statistically significant.

*:Compared to NGT

#:Compared to T1D

†:Compared to INS

‡:Compared to Lira

# Supplementary material for: Liraglutide Inhibits Osteoclastogenesis and Improves Bone Loss by Downregulating Trem2 in Female Type 1 Diabetic Mice: Findings From Transcriptomics
**Source:** Front Endocrinol (Lausanne). 2021 Dec 15;12:763646. doi: 10.3389/fendo.2021.763646
**Supplement:** Supplementary file 5

**Supplementary Table 5** Bone histomorphometry of the femur

|  | NGT  (n=8) | T1D  (n=7) | INS  (n=7) | Lira  (n=8) | INS+Lira  (n=5) | p value |
| --- | --- | --- | --- | --- | --- | --- |
| BV/TV(%) | 6.55±1.44 | 6.80±3.37 | 6.64±2.93 | 6.88±2.73 | 8.61±3.83 | 0.796 |
| Tb.Th(mm) | 0.024±0.005 | 0.019±0.004 | 0.022±0.002 | 0.020±0.003 | 0.022±0.005 | 0.289 |
| Tb.N(1/mm) | 2.76±1.82 | 3.65±1.82 | 3.00±1.31 | 3.36±1.17 | 3.95±1.74 | 0.685 |
| Tb.Sp(mm) | 0.34±0.34 | 0.35±0.26 | 0.37±0.18 | 0.30±0.09 | 0.27±0.11 | 0.823 |
| Adipose.N(1/mm^2^) | 54.7±46.8 | 58.8±31.7 | 58.9±22.9 | 45.9±30.4 | 44.5±23.4 | 0.886 |

NGT: normal glucose tolerance group; T1D: type 1 diabetes group; INS: insulin treatment group; Lira: liraglutide treatment group; INS+Lira: insulin + liraglutide treatment group.

Bone volume fraction (BV/TV); Trabecular thickness(Tb.Th); Trabecular number (Tb.N); Trabecular separation(Tb.Sp); Adipose number in marrow(Adipose.N)

All data are expressed as mean ± SDs;ANOVA was used for comparison between groups, and LSD method was used for multiple comparisons. p<0.05 was defined as statistically significant.

# Supplementary material for: Liraglutide Inhibits Osteoclastogenesis and Improves Bone Loss by Downregulating Trem2 in Female Type 1 Diabetic Mice: Findings From Transcriptomics
**Source:** Front Endocrinol (Lausanne). 2021 Dec 15;12:763646. doi: 10.3389/fendo.2021.763646
**Supplement:** Supplementary file 6

**Supplementary Table 6** Serum bone turnover markers and C-peptide

|  | NGT  (n=8) | T1D  (n=7) | INS  (n=7) | Lira  (n=8) | INS+Lira  (n=5) | p value |
| --- | --- | --- | --- | --- | --- | --- |
| P1NP(ng/ml) | 105.5±12.0 | 127.7±39.5 | 149.8±33.7 | 118.5±30.3 | 106.3±24.6 | 0.061 |
| CTX(pg/ml) | 97.8±39.1 | 120.0±21.8 | 96.9±26.6 | 78.7±13.6 | 133.4±45.3 | 0.07 |
| C-peptide(pg/ml) | 308.9±45.3 | 259.9±30.9 | 267.8±75.1 | 240.6±48.5 | 301.3±45.3 | 0.128 |

NGT: normal glucose tolerance group; T1D: type 1 diabetes group; INS: insulin treatment group; Lira: liraglutide treatment group; INS+Lira: insulin + liraglutide treatment group.

All data are expressed as mean ± SDs;ANOVA was used for comparison between groups, and LSD method was used for multiple comparisons. p<0.05 was defined as statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

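RNA was taken from the tibia of 3 NGT, 3 T1D and 3 Lira mice, and 1 library per mouse was sequenced. The authors aligned the clean reads to the mouse genome and deposited expected counts, estimated per gene from these alignments and not normalized, together with FPKM values, which the authors scaled for gene length and library total. The column headers call the expected counts read counts, and their unit was checked on the values, of which 30.2% are not whole numbers. The unit of the deposited FPKM values was checked on their ratio to the counts and on their column totals. FPKM values were used only for 1 alternative, the ratio of group means. All 9 libraries were mapped to their groups by their labels, and 0 sample columns were left without a sample. Lira mouse 3 is labelled with 9 weeks of treatment and was kept in the group for which the paper gives 8 weeks. Of the gene numbers, 18143 (99.3%) carried the same symbol in the mouse reference annotation used for checking. Since the build the authors aligned to is not named in the paper's text, no coordinates are given.

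Expected counts were rounded. Genes with at least 10 counts in at least 3 of the 9 libraries were kept, 13960 of 18272. Library totals ranged from 13086373 to 16528394 counts, so that 3 counts, the limit that a count of 0 allows, correspond to 0.163 to 0.238 CPM. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, glmQLFit without the robust option and glmQLFTest on a model of 3 group means over all 9 libraries). DEGs had a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 2, the paper's thresholds. The comparisons were T1D against NGT and Lira against T1D. Standard errors of log2 fold changes were derived from the F statistic. Values of a single gene or list were compared by exact permutation over the mice, where 3 against 3 allow no p under 0.1. The procedure was tested on simulated data, in which 200 of 13960 genes were changed. Of these, 121 were recovered at a 4-fold change with 6 false calls, and 182 at a 16-fold change with 5 false calls. The pooled binomial test recovered 196 and 198 of the 200 genes, with 1056 and 1028 false calls.

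Alternatives written before the data were examined were DESeq2 1.42.0 with its size factors and Wald test, library size in place of TMM, no low-count filter, detection in all 3 mice of a compared group, fits of only the 2 groups compared, the replicate number as a block, no fold threshold, a binomial test on counts pooled per group, limma 3.58.1 with an F test over the 3 groups on log2(CPM + 1), ratios of group means, and leaving out each mouse. Added after seeing the data were the pooled test without the filter and also without T1D mouse 1, the block with only the 2 groups compared, edgeR's robust option, limma-voom with sample weights, camera with estimated correlation, and a covariate made from the erythroid and neutrophil lists. For the pairing check, the replicate numbers were compared across groups through correlations of log2 CPM (prior count 2), each mouse as its deviation from its group mean. Mice of the same number in NGT and T1D correlated at r = 0.583, 0.647 and 0.283 across genes. Each is over 0.1, so the numbers were taken to pair NGT with T1D mice, and list means were then compared within numbers as well. T1D and Lira mice of the same number correlated at -0.244, 0.615 and 0.271 and were not taken as pairs. NGT and T1D mice of unlike number correlated at -0.697 to 0.067, below every same-numbered pair of these groups. In the other comparisons, mice of unlike number correlated too, up to 0.780 for NGT mouse 1 and Lira mouse 3. For this reason, and because the paper describes no pairing, the block stayed an alternative, as set in advance.

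Named genes were every gene the paper names for the transcriptome or RT-qPCR, in each comparison the 3 largest rises and falls among DEGs of at least 5 CPM with no overlap (none qualified), and at most the 3 most abundant genes of each list. Other genes are marked as chosen after their values were seen. The 24 gene lists were written by hand and cover osteoclast differentiation, TNF and NF-κB signaling, cytokines, osteoclasts, osteoblasts, osteocytes, chondrocytes, adipocytes, skeletal muscle, erythroid cells, neutrophils, B cells, plasma cells, T and NK cells, macrophages, endothelial cells, Schwann cells and myelin, type I interferon and interferon-gamma responses, acute inflammation, cell cycle, immediate-early genes, stress and glucocorticoid response, and genes that check the sex of the mice. A chemokine list was formed from symbols. Lists were tested by one-sided Fisher's exact tests, by camera with a preset correlation of 0.01 and by fry. For camera an exact permutation p was added after seeing the data, the share of the 10 ways of dividing the compared mice that gave as low a value. Pathway databases, RT-qPCR, micro-CT, histology and serum data were not analysed here. Values of some single genes are not reported.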

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

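The patterns of this part, and the tests made for them, were chosen after the results were seen. Camera on the lists, the replicate block and leaving out each mouse had been set before the data were examined. The patterns they are applied to here had not. For 19 gene lists outside the pathways the paper discusses, the mean log2(CPM + 1) of each T1D and Lira mouse was compared with that of the highest NGT mouse, and 13 of the 114 values lay more than 1 above it. Of the 114 values, 35 (30.7%) lay above every NGT mouse, where 25.0% would by chance. Cell types are named for their lists only, as hypotheses, since no cells were counted.

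T1D mouse 1 lay above the highest NGT mouse by 2.93 for the interferon-gamma response list, 1.47 for the macrophage list, 1.27 for the type I interferon list, 1.21 for the osteoblast list and 1.07 for the chondrocyte list, and 476 genes exceeded 2 times their level in every other library. Among the abundant genes of these lists in this mouse, *Cd74* stood at 1133 CPM, *H2-Aa* at 521 CPM, *C1qb* at 243 CPM, *Irf7* at 32.2 CPM, *Col1a1* at 3208 CPM and *Comp* at 122 CPM. *Cxcl9* (194 CPM against 0.673 to 2.46 in the other mice) and *Saa3* (37.1 CPM against at most 0.232) were chosen after their values were seen. Of the listed genes, 25 of 26 in the interferon-gamma list, 17 of 18 in the macrophage list, 16 of 16 in the type I interferon list, 13 of 16 in the osteoblast list and 11 of 14 in the chondrocyte list were also counted in every NGT mouse. Other lists hold 6, 4, 0, 1 and 0 of them, and the paper's Table 4 holds 2, 3, 0, 0 and 0.

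For T1D mouse 1, some explanations are argued against and others stay open. Its total count was 0.992 times the median of the other 8 libraries, which leaves no room for sequencing depth. With library size in place of TMM, 618 genes exceeded 2 times every other library, so TMM scaling is not the source. A lower share of muscle RNA alone would raise the lists of cell types outside muscle together. The endothelial list was at -0.38 against the mean of the other 8 mice (SD 0.20) while the macrophage list was at 1.91 (SD 0.49). This cannot decide, because part of the endothelial RNA may come from the muscle itself. Of the other lists, the adipocyte list (7.06) was highest in this mouse, while the erythroid list (4.83) was not. More bone in the sample may account for the osteoblast list, of which 13 of 15 tested genes were highest in this mouse, but it cannot be told apart from higher expression in the same amount of bone because nothing in the libraries measures that amount. It leaves the interferon-gamma list unexplained, which lay 2.80 above the line on the osteoblast list over the other 8 mice (SD 0.27). Lymphoid tissue in the sample stays open as well, since *Cd79a* at 10.0 CPM lay within the NGT mice (0.309 to 25.9 CPM), the B cell list was 0.15 above the other mice (SD 1.05), and the T and NK cell list (1.53) was second only to that of Lira mouse 3 (1.60). A change common to the diabetic mice, larger in this mouse, cannot be told apart from a change in this mouse alone. Without it the macrophage list was still higher in T1D than in NGT mice (camera p = 0.000732, exact permutation p = 0.5) and so was the type I interferon list (camera p = 0.0462, exact p = 0.5), while the interferon-gamma list had p = 0.239 (exact p = 0.7). Within same-numbered mice 1, 2 and 3 the macrophage list rose by 1.47, 0.67 and 0.84 and the interferon-gamma list by 2.93, 0.51 and 0.19. An immune response and tissue rich in macrophages in this sample remain open as hypotheses.

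T1D mouse 2 lay 1.68 above the highest NGT mouse for the Schwann cell and myelin list, with *Pmp22* at 250 CPM and *Mbp* at 228 CPM. All 12 genes of the list were also counted in every NGT mouse, and 0 are in another list or in Table 4. The genes rose together, with 11 of 11 tested genes highest in T1D mouse 2, which is consistent with more nerve tissue in this sample, though a change within its nerves was not tested. A change common to the diabetic mice cannot be told apart from this, because the mice differ too much. The list mean of T1D mouse 1 (2.30) was below that of NGT mouse 2 (3.49). Within same-numbered mice 1, 2 and 3, however, the T1D mouse was higher by 0.22, 1.68 and 1.11. In T1D mice 11 of 11 genes were higher, and camera with the replicate block gave p = 2.84e-08 (exact permutation p = 0.5 for camera without the block). These values include T1D mouse 2. With 1 mouse left out, camera p ranged from 6.97e-17 to 0.352 and the median log2 fold change from -0.10 to 2.51.

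Lira mouse 3 lay above the highest NGT mouse by 2.11 for the erythroid list, 1.53 for the cell cycle list, 1.14 for the B cell list, 1.06 for the type I interferon list and 1.02 for the neutrophil list. *Hba-a1* stood at 10702 CPM, *Hbb-bs* at 8271 CPM, *Ngp* at 1684 CPM, *S100a9* at 1141 CPM, *Mki67* at 351 CPM, *Rsad2* at 145 CPM and *Cd79a* at 86.8 CPM in this mouse. In the erythroid list 14 of 15 genes, in the neutrophil list 10 of 15, in the B cell list 7 of 14 and in the cell cycle list 14 of 17 were also counted in every NGT mouse, and other lists hold 0, 3, 0 and 0 of them. All 4 of the erythroid, neutrophil, B cell and cell cycle lists were highest in Lira mouse 3, which is consistent with more marrow in this sample. A change common to the Lira mice stays open, since the higher of Lira mice 1 and 2 had an erythroid list mean of 5.86, within the range of the NGT mice (2.41 to 6.41), which is too wide to decide. Marrow alone would not give the type I interferon list, which lay 0.93 above the line on the neutrophil list over 7 mice (SD 0.26), though this line had to be extended beyond those mice. The label of this mouse gives 9 weeks of treatment in place of 8, and an effect of that week was not tested.

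T1D mouse 3 lay 1.22 above the highest NGT mouse for the erythroid list, with *Hba-a1* at 7085 CPM and *Hbb-bs* at 5040 CPM. Its neutrophil list ranked 3 among the 9 mice, behind Lira mouse 3 and NGT mouse 1, so more marrow in the sample and more erythroid cells in the same marrow cannot be told apart.

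Lira mouse 1 lay 1.25 above the highest NGT mouse for the stress and glucocorticoid list, with *Pdk4* at 6029 CPM, *Cdkn1a* at 685 CPM and *Tsc22d3* at 376 CPM. *Fkbp5* (363 CPM, at most 194 CPM in the other mice) was chosen after its values were seen. All 12 genes of the list were also counted in every NGT mouse, and 1 is in another list. A change common to the Lira mice stays open. The list mean of Lira mouse 2 (6.73) was below that of the lowest NGT mouse (6.78), but that of Lira mouse 3 (7.13) was above the highest NGT mouse (7.05) and T1D mouse (7.06), and 11 of 12 genes were higher in Lira than in T1D mice. Handling before death could raise this list, but the immediate-early list of Lira mouse 1 ranked only 3 among the 9 mice, and handling cannot be told apart from a higher glucocorticoid level in this mouse because no hormone was measured.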

How the results depend on the processing

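The number of DEGs was 0 in both comparisons under library size in place of TMM, no low-count filter, detection in all 3 mice of a group, fits of the 2 groups compared, the replicate block, no fold threshold, limma's F test and every fit that left out 1 mouse. It was also 0 under 4 settings chosen after seeing the data, edgeR's robust option, limma-voom with sample weights, the marrow marker covariate and, for T1D against NGT mice, the replicate block with only the 2 groups compared. Under these settings between 224 (without NGT mouse 2) and 1931 (this last block) genes had an unadjusted p-value under 0.05 in T1D against NGT mice. DESeq2 called 1 gene in Lira against T1D mice. Only the pooled binomial test, which has no term for the spread between mice, called more, with 977 genes for T1D against NGT mice, 1189 for Lira against T1D mice and 548 in both. Without the low-count filter it called 1322, 1580 and 733 genes, and without T1D mouse 1 as well 816, 1330 and 403 (both chosen after seeing the data). That the called genes need no agreement between mice follows from how this test is built.

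The members of the lists among the shared DEGs were 0 under each replicated test. In the pooled test they were 15 for osteoclast differentiation, 12 for TNF and NF-κB, 8 for chemokines and 4 for cytokines. Without the filter they were 20, 20, 17 and 12, and without T1D mouse 1 as well 3, 1, 4 and 3. As a test on all genes in place of the shared DEGs, camera gave p = 6.30e-05 and 0.0427 for osteoclast differentiation in the 2 comparisons (exact permutation p = 0.3 and 0.6), 2.74e-07 and 0.00515 for TNF and NF-κB (0.2 and 0.6), 4.24e-06 and 3.28e-07 for chemokines (0.1 and 0.1), 0.0468 and 0.00668 for cytokines (0.5 and 0.1), and 0.0223 for osteoclast differentiation without the Table 4 genes in T1D against NGT mice (0.5). Of 32 camera values under other settings, 16 were no longer under 0.05, including all 8 of fry (from 0.0841 to 0.692) and 6 of 8 with estimated correlation. The replicate block kept all 8 of them under 0.05, including those of Lira against T1D mice, which were not taken as pairs. Among the counts adjusted over a list alone in T1D against NGT mice, the block changed those of the osteoclast markers (0 to 6) and the Table 4 genes (0 to 7). It moved no number of DEGs. Of 48 camera values with 1 mouse left out, 10 were no longer under 0.05 and 2 changed direction, both for Lira against T1D mice without T1D mouse 1. Across the 6 fits that left out 1 mouse, p ranged from 0.000708 to 0.690 for osteoclast differentiation and from 3.06e-06 to 0.613 for TNF and NF-κB in Lira against T1D mice.

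The median log2 fold change of the 16 tested Table 4 genes was between 2.00 and 2.09 under the settings that kept all mice, and ranged from 0.48 (without T1D mouse 1) to 3.19 (without NGT mouse 1) with 1 mouse left out. Of 152 log2 fold changes of named genes with 1 mouse left out, 10 changed direction. In T1D against NGT mice, these fits ranged from -0.38 to 4.16 for *Fcgr1* and from -0.60 to 2.87 for *Socs1*, each negative only without T1D mouse 1. They ranged from -0.16 to 0.0059 for *Nfatc1*, from -1.31 to 1.55 for *Tnfrsf11b* and from -0.10 to 1.02 for *Tnf*. The ranges in Lira against T1D mice were from -3.46 to 0.10 for *Trem2* and from -0.65 to 0.32 for *Fos*, each highest without T1D mouse 1. Of 153 values under other settings, 1 changed direction, *Tnfrsf11b* at 0.11 with the replicate block, and its cause was not tested. Genes near the limit of 3 counts in most mice, such as *Ifng*, *Fcrlb* and *Pira6*, were left out of the main fit by the low-count filter. The fit without this filter tested 18229 genes and called 0 DEGs in both comparisons.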

Differences from the paper's values

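For T1D against NGT mice, the paper reports 1464 DEGs, 1262 upregulated and 202 downregulated, and 0 were called here with 552 genes at an unadjusted p-value under 0.05 (edgeR). For Lira against T1D mice, the paper reports 1692 DEGs, 593 upregulated and 1099 downregulated, and 0 were called here with 465 genes at an unadjusted p-value under 0.05. The paper reports 789 DEGs shared by both comparisons, and 0 were shared here. Of the alternatives set before the data were examined, the binomial test on pooled counts came within 1.5 times the paper's values for all but 1 of these counts. It gave 977 DEGs with 881 higher and 96 lower, 1189 DEGs with 427 higher and 762 lower, and 548 shared. The 96 lower genes stayed apart from the paper's 202. DESeq2 called 0 and 1 DEGs. Library size in place of TMM, the other filters, fits of 2 groups, the replicate block, no fold threshold, limma's F test and the fits without 1 mouse called 0, none of which closed the gap. The pooled test without the low-count filter, chosen after seeing the values, gave 1322 DEGs (1162 higher, 160 lower), 1580 (551 higher, 1029 lower) and 733 shared.

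For the 16 tested genes of Table 4, the log2 fold changes fitted here differ from the paper's by less than their error. Where the counts of a gene were summed over the 3 mice of a group and divided by the summed library totals, without TMM, and T1D was set against NGT as a log2 ratio, 20 of the 21 values of the paper were matched to 3 decimals, *Ifng* with 0 counts in NGT mice being the exception. With the counts and the library total of T1D mouse 1 left out of the sums, 15 of these 20 ratios were under 1 on the log2 scale.

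The paper calls *Nfatc1* and *Trem2* significant DEGs. Its Table 4 lists *Trem2* but not *Nfatc1*. For both genes it also reports a significant increase in T1D mice by RT-qPCR, which was not analysed here. Here *Nfatc1* had a log2 fold change of -0.09 (adjusted p = 0.986) and *Trem2* of 3.55 (adjusted p = 0.977) in T1D against NGT mice in edgeR. The pathways and functions the paper reports for its shared DEGs had 0 list members among the shared DEGs here, and in the pooled test 15 for osteoclast differentiation, 12 for TNF and NF-κB and 8 for chemokines (one-sided Fisher's exact test, p = 2.51e-05, 0.000179 and 9.53e-08), whereas cytokines had 4 (p = 0.0706). Adjusted over the genes of Table 4 alone, DESeq2 gave 6 and the replicate block 7 genes with an adjusted p-value under 0.05, and the block with only NGT and T1D libraries, chosen after seeing the data, gave 12 of 15.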

Other observations

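The tests of this part on *Actb*, on the correlations and on other groupings of the mice were chosen after the results were seen. All splits of the 6 mice of a comparison into 3 and 3 were fitted in the same way, 10 splits with the real one, so that a share under 0.1 cannot be reached. In T1D against NGT mice, 5 of the 10 splits gave at least as many genes with an unadjusted p-value under 0.05 as the real one (129 to 2303 genes in the 9 others), and 6 of 10 as many calls of the pooled test without the filter (855 to 3480). For Lira and T1D mice, 6 splits gave as many genes (212 to 2517 in the others) and 8 as many pooled calls (1048 to 3376). Camera gave as low a p in 3 of the 10 splits of T1D and NGT mice for osteoclast differentiation, 2 for TNF and NF-κB, 1 for chemokines and 5 for cytokines. For Lira against T1D mice the numbers of splits were 6, 6, 1 and 1. In the numbers of genes and pooled calls, the real split did not stand out among the 10. Where it had the lowest camera p, as for the chemokines, 10 splits are too few to tell it from chance. The replicate numbers were taken to pair NGT with T1D mice, an assumption drawn from these same libraries, since the paper describes no pairing. Of the splits of NGT and T1D mice, 4 part all 3 of these assumed pairs. Among these the real split gave the most genes, 552 against 129 to 172, and the most pooled calls, 1322 against 855 to 1189. Camera also gave its lowest p in the real one of these 4 splits for the 4 lists, 6.30e-05 for osteoclast differentiation (lowest of the others 0.00563), 2.74e-07 for TNF and NF-κB (4.01e-05), 4.24e-06 for chemokines (8.26e-06) and 0.0468 for cytokines (0.284), and with 4 splits the exact permutation p cannot go below 0.25. The other splits of NGT and T1D mice with as many genes or as low a p thus keep some mice of the same number together. For the pooled test without the filter, 100 random regroupings of the 9 mice into 3 groups gave at least 733 shared calls in 52 (median 737.5) and at least 98.4% opposite directions in 33 (median 95.9%).

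*Actb*, the reference gene of the paper's RT-qPCR, ranged 5.91-fold between the 9 tibias, from 238 CPM in NGT mouse 2 to 1408 CPM in Lira mouse 3. Its log2 fold change was 0.58 in T1D against NGT mice (standard error 0.71, adjusted p = 0.983 in edgeR, from 0.12 to 1.26 with 1 mouse left out). With the replicate block it was 0.60 (standard error 0.51, unadjusted p = 0.280, adjusted p = 0.897 in edgeR). The block restricted to the NGT and T1D libraries, chosen after seeing the data, gave 0.64 (standard error 0.16, unadjusted p = 0.00778, adjusted p = 0.239 in edgeR). A candidate explanation is a varying share of marrow in the samples, since log2 *Actb* CPM followed the neutrophil list over the 9 mice (Pearson r = 0.904, exact permutation test, p = 0.000904, adjusted p = 0.00367 over a family of 9 relations, Spearman rho = 0.917, exact p = 0.00131, adjusted p = 0.00394). Without the 2 mice farthest from the median of that list, r was 0.857. The neutrophil list has no gene in Table 4, and 3 of its 15 genes are in another list. The RT-qPCR samples were not analysed here, so whether their *Actb* varied in this way is not known.

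The osteoclast marker list followed several other lists over the 9 mice in the same family of 9 relations, tested by exact permutation with Benjamini-Hochberg adjustment. With the macrophage list r was 0.855 (p = 0.00165, adjusted 0.00371) and rho 0.967 (p = 0.000165, adjusted 0.00149) by the exact permutation test, and r was 0.818 without the 2 mice farthest from the median of that list. With the osteoblast list r was 0.883 (p = 0.00122, adjusted 0.00367), rho 0.817 (p = 0.0108, adjusted 0.0162) and r without the 2 farthest mice 0.717. With the neutrophil list r was 0.855 (p = 0.00384, adjusted 0.00692), rho 0.833 (p = 0.00827, adjusted 0.0149) and r without 2 mice 0.824. The muscle list gave r = -0.788 (p = 0.0121, adjusted 0.0173), rho = -0.883 (p = 0.00308, adjusted 0.00692) and -0.786 without 2 mice. The erythroid list gave r = 0.743 (p = 0.0232, adjusted 0.0261), rho = 0.683 (p = 0.0503, adjusted 0.0503) and 0.643 without 2 mice. The interferon-gamma list gave r = 0.607 (p = 0.063, adjusted 0.063), rho = 0.767 (p = 0.0214, adjusted 0.0241) and 0.415 without T1D mouse 1 and Lira mouse 3, so that relation rests on those mice. Of the 14 genes in the osteoclast marker list, 8 are in another list and 4 in Table 4. The largest principal component followed the neutrophil list (r = 0.920, p = 0.000562, adjusted 0.00367, rho = 0.933, p = 0.00075, adjusted 0.00337, r = 0.912 without 2 mice) and the erythroid list (r = 0.794, p = 0.0135, adjusted 0.0173, rho = 0.800, p = 0.0138, adjusted 0.0178, r = 0.726 without 2 mice). Each group holds 3 mice, too few for a correlation within a group, and no biological explanation was tested.

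*Fos* (14281) had a log2 fold change of 1.16 in T1D against NGT mice (standard error 0.48, unadjusted p = 0.0391, adjusted p = 0.977 in edgeR), 0.66 without T1D mouse 1, and -0.17 in Lira against T1D mice (adjusted p = 0.987), 0.32 without T1D mouse 1 and 0.04 without Lira mouse 2. *Tnf* (21926) had 0.47 (standard error 1.55, adjusted p = 0.986 in edgeR) and -0.95 (adjusted p = 0.978), and its first value was -0.10 without NGT mouse 2. *Tnfrsf11b* (18383), which encodes OPG, had -0.16 in T1D against NGT mice (standard error 0.98, adjusted p = 0.994 in edgeR), 1.55 without NGT mouse 1 and -1.31 without T1D mouse 1. *Tnfsf11*, which encodes RANKL, had too few counts for the test, with 0.381 ± 0.416 CPM (SD, n = 3) in NGT mice, 0.893 ± 0.694 CPM (SD, n = 3) in T1D mice and 0.281 ± 0.256 CPM (SD, n = 3) in Lira mice. The log2 ratio of *Tnfsf11* to *Tnfrsf11b*, each as CPM + 1, was -1.11 ± 0.79 (SD, n = 3) in NGT mice, -0.69 ± 0.57 (SD, n = 3) in T1D mice and -1.36 ± 0.28 (SD, n = 3) in Lira mice (two-sided exact permutation test, p = 0.6 for T1D against NGT and p = 0.2 for Lira against T1D). In Lira against T1D mice, *Ctsk* had a log2 fold change of -1.36 (standard error 0.93, adjusted p = 0.978 in edgeR) and *Acp5* of -1.16 (standard error 1.03, adjusted p = 0.978 in edgeR). All 16 tested Table 4 genes had a log2 fold change below 0 in this comparison, with a median of -1.26.

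The levels of the lists not given at a claim were compared by the exact permutation test, two-sided, with p not under 0.1 by design. In T1D against NGT mice the difference in mean log2(CPM + 1) was 0.95 for osteoblasts (exact p = 0.6), 0.41 for osteocytes (p = 0.5), 0.51 for chondrocytes (p = 0.6), 0.24 for adipocytes (p = 0.9), -0.29 for muscle (p = 0.5), 0.44 for erythroid cells (p = 0.8), 0.65 for neutrophils (p = 0.7), 0.14 for B cells (p = 0.8) and 0.40 for plasma cells (p = 0.4). It was 0.37 for T and NK cells (exact p = 0.5), 0.99 for macrophages (p = 0.3), -0.04 for endothelial cells (p = 0.7), 1.00 for Schwann cells and myelin (p = 0.5), 0.73 for type I interferon (p = 0.3), 1.21 for interferon-gamma (p = 0.3), 0.70 for acute inflammation (p = 0.5), 0.42 for cell cycle (p = 0.7), 0.47 for immediate-early genes (p = 0.1) and -0.09 for stress and glucocorticoid response (p = 0.6). In Lira against T1D mice these lists had exact p-values between 0.2 and 0.9. Camera with preset correlation gave its lowest unadjusted p among these lists for interferon-gamma in T1D against NGT mice (7.65e-14, exact permutation p = 0.4, with fry 0.250), where 24 of 24 tested genes were higher. Of the 4 splits that part the pairs, 3 gave as low a value for it, and without T1D mouse 1 its camera p was 0.239 (exact p = 0.7). The immediate-early list had a camera p of 4.31e-05 (exact p = 0.1, the smallest of 10 splits, with fry 0.0474) and at most 0.00181 with 1 mouse left out, and rose by 0.65, 0.33 and 0.43 within same-numbered mice. Of the genes on the Y chromosome in the list that checks sex, *Ddx3y* had at most 0.176 CPM, while *Eif2s3y* (0.576 to 1.58 CPM) and *Uty* (0.691 to 2.17 CPM) were counted at a low level in all 9 mice, and the list did not differ between T1D and NGT mice (exact p = 0.7).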
